# *ALUMINUM RESISTANCE TRANSCRIPTION FACTOR 1* (*ART1*) contributes to natural variation in aluminum resistance in diverse genetic backgrounds of rice (*O. sativa*)

**DOI:** 10.1002/pld3.14

**Published:** 2017-10-16

**Authors:** Juan D. Arbelaez, Lyza G. Maron, Timothy O. Jobe, Miguel A. Piñeros, Adam N. Famoso, Ana Rita Rebelo, Namrata Singh, Qiyue Ma, Zhangjun Fei, Leon V. Kochian, Susan R. McCouch

**Keywords:** abiotic stress, acid soils, aluminum, QTL mapping, rice, transcriptional regulation

## Abstract

Transcription factors (TFs) regulate the expression of other genes to indirectly mediate stress resistance mechanisms. Therefore, when studying TF‐mediated stress resistance, it is important to understand how TFs interact with genes in the genetic background. Here, we fine‐mapped the aluminum (Al) resistance QTL *Alt12.1* to a 44‐kb region containing six genes. Among them is *ART1*, which encodes a C2H2‐type zinc finger TF required for Al resistance in rice. The mapping parents, Al‐resistant cv Azucena (*tropical japonica*) and Al‐sensitive cv IR64 (*indica*), have extensive sequence polymorphism within the *ART1* coding region, but similar *ART*1 expression levels. Using reciprocal near‐isogenic lines (NILs) we examined how allele‐swapping the *Alt12.1* locus would affect plant responses to Al. Analysis of global transcriptional responses to Al stress in roots of the NILs alongside their recurrent parents demonstrated that the presence of the *Alt12.1* from Al‐resistant Azucena led to greater changes in gene expression in response to Al when compared to the *Alt12.1* from IR64 in both genetic backgrounds. The presence of the ART1 allele from the opposite parent affected the expression of several genes not previously implicated in rice Al tolerance. We highlight examples where putatively functional variation in *cis*‐regulatory regions of ART1‐regulated genes interacts with ART1 to determine gene expression in response to Al. This ART1–promoter interaction may be associated with transgressive variation for Al resistance in the Azucena × IR64 population. These results illustrate how ART1 interacts with the genetic background to contribute to quantitative phenotypic variation in rice Al resistance.

## 1 INTRODUCTION

Plants achieve abiotic stress resistance through diverse mechanisms that evolved through both natural and artificial selection. The characterization of quantitative trait loci (QTL) and their underlying genes has led to insights about the genetic architecture and the biological mechanisms of resistance to several abiotic stresses. Two major classes of genes predominate as determinants of stress resistance: membrane transporters and transcription factors (TFs) (Mickelbart, Hasegawa, & Bailey‐Serres, 2015). The reprogramming of gene expression through transcriptional regulation, mediated by TFs, is a finely orchestrated and tightly regulated process, and is one of the hallmarks of plant response to stress (Vaahtera & Brosché, 2011). To achieve specificity in the transcriptional response, a TF must activate only target genes involved in adaptation to a particular stress or combination of stresses (Vaahtera & Brosché, 2011). TFs are activated through posttranslational modification and nuclear import and/or may be transcriptionally activated by other TFs. Genetic variation in the TF loci, or in any element along the regulatory chain, can contribute to phenotypic variation in plant stress resistance. Understanding the quantitative nature of TF‐mediated stress resistance in plants is essential when predicting the impact of introducing alleles into a new genetic background in the context of plant breeding and crop improvement.

Aluminum toxicity severely limits plant growth on acidic soils (pH <5). Under these conditions, the rhizotoxic Al species Al^3+^ is solubilized, inhibiting root growth and function (Kochian, Piñeros, Liu, & Magalhaes, 2015), and leaving plants more vulnerable to drought and mineral nutrient deficiencies. Approximately 30% of the earth's land area consists of highly acid soils, and as much as 50% of all potentially arable lands are acidic (von Uexküll & Mutert, 1995). As vast areas of acid soils in the tropics and subtropics are critical food‐producing regions, Al toxicity constitutes a food security threat exceeded only by drought among the abiotic limitations to crop production.

Rice (*Oryza sativa* L.) is the most Al‐resistant species among the small grain cereals (Foy, 1988; Ma et al., 2002). A comparative cross‐species study in hydroponics showed that rice is two‐ to sixfold more resistant than maize, wheat, and sorghum (Famoso et al., 2010). This high level of resistance is likely achieved by the pyramiding of multiple mechanisms conferred by multiple genes, a hypothesis supported by results from both genome‐wide association (GWAS) and QTL studies (Famoso et al., 2011). Mapping of Al resistance QTL in a rice recombinant inbred line (RIL) population derived from a cross between Al‐resistant Azucena (*O. sativa* L., *tropical japonica*) and Al‐sensitive IR64 (*O. sativa* L., *indica*) cultivars identified four genomic regions associated with Al resistance, on chromosomes 1, 2, 9, and 12 (Famoso et al., 2011; Spindel et al., 2013). The QTL *Alt12.1* on chromosome 12, which explains a large proportion (>19%) of the variation in Al resistance, encompasses a genomic region that includes the gene *ALUMINUM RESISTANCE TRANSCRIPTION FACTOR 1* (*ART1*), encoding a C2H2‐type zinc finger transcription factor (Yamaji et al., 2009). The *art1* mutant, producing a truncated version of the ART1 protein, is sensitive to Al stress.

A total of 32 genes were up‐regulated in response to Al in the wild type but were not up‐regulated in the *art1* mutant (Yamaji et al., 2009). Some of these genes have been shown to play a role in rice Al resistance. These “ART1‐regulated genes” have received this denomination because they are mis‐regulated in the *art1* mutant; in other words, their expression is up‐regulated by Al stress in the wild type, but not in the mutant (Yamaji et al., 2009). It is worth noting that direct binding of the ART1 protein to upstream regulatory regions has so far been experimentally demonstrated only for *STAR1* (Tsutsui, Yamaji, & Ma, 2011) and *OsFRDL4* (Yokosho, Yamaji, Kashino‐Fujii, & Ma, 2016).

The genetic architecture of rice Al resistance is complex and quantitative in nature (Famoso et al., 2011). In the present study, we describe how natural variation in the *ART1* locus affects transcriptional responses to Al stress in two distinct genetic backgrounds of rice. We fine‐mapped the Al resistance QTL *Alt12.1* to a small region surrounding *ART1* and used reciprocal near‐isogenic lines (NILs) to examine the effect of two different *ART1* alleles in *japonica* (Al‐resistant Azucena) and *indica* (Al‐sensitive IR64) genetic backgrounds. Analysis of the global transcriptional response to Al stress in roots of the reciprocal NILs demonstrated that the presence of the *Alt12.1* locus from Al‐resistant Azucena induced greater changes in gene expression in response to Al stress when compared to the *Alt12.1* locus from IR64 in both genetic backgrounds. These changes were observed in a number of genes in addition to those previously reported as ART1‐regulated. Moreover, our data suggest that the changes in gene expression pattern in response to the ART1 allele swapping may be background‐specific, suggesting that natural variation in *cis*‐regulatory regions also plays a role in determining gene expression responses to Al. These results demonstrate the importance of genetic background in determining the phenotypic impact of a major Al resistance gene.

## 2 RESULTS

### 2.1 Development and evaluation of reciprocal near‐isogenic lines (NILs) for the Al resistance QTL *Alt12.1*

We developed reciprocal near‐isogenic lines (NILs) in the Azucena (Al‐resistant) and IR64 (Al*‐*sensitive) genetic backgrounds to examine how allele swapping at the *Alt12.1* QTL would affect plant responses to Al (Figure 1). The chromosomal region harboring *Alt12.1* from the Al‐resistant parent Azucena was introduced into IR64 via backcrossing, and vice versa (Appendix S1). Phenotypically, the aboveground parts of AZU_[IR6412.1]_ and IR64_[AZU12.1]_ plants closely resemble their respective recurrent parents when grown under greenhouse conditions (Figure 1a). The NIL AZU_[IR6412.1]_ contains a 3.92‐Mb introgression from IR64 encompassing *Alt12.1* in the Azucena background, while the reciprocal NIL IR64_[AZU12.1]_ carries a 2.36‐Mb Azucena introgression spanning the *Alt12.1* locus in the IR64 genetic background. Both NILs carry a single donor introgression across the target region, while over 99% of their genomes are identical to the recipient background (Figure 1c; Table S2). When evaluated for Al resistance based on relative root growth (RRG) in hydroponics, the NIL AZU_[IR6412.1]_ was significantly (*p *<* *.05) less Al‐resistant than its recurrent parent Azucena. Conversely, IR64_[AZU12.1]_ was significantly (*p *<* *.05) more Al‐resistant than its recurrent parent, IR64 (Figure 1b–d, Table S2). These results validate the effect of the *Alt12.1* QTL on Al resistance in both genetic backgrounds.

**Figure 1:**
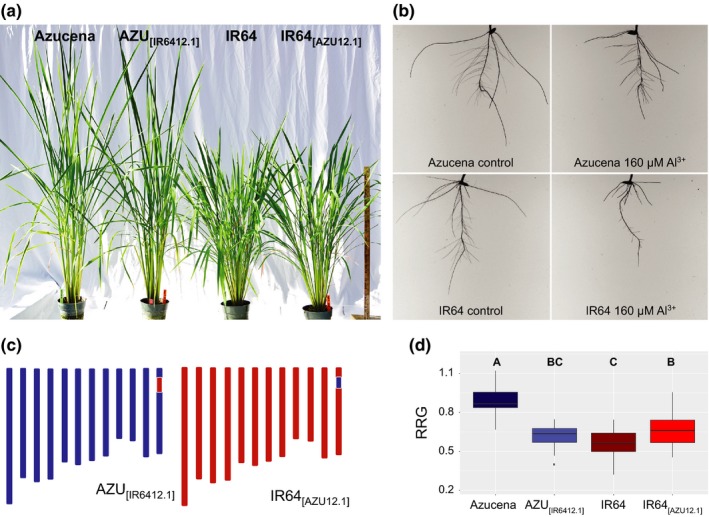
Near‐isogenic lines (NILs) carrying reciprocal introgressions of the *Alt12.1* region validate the effect of the QTL on rice Al resistance. (a) Representative plants of the Al‐resistant rice variety Azucena, of the Al‐sensitive variety IR64, and of the reciprocal NILs near‐isogenic lines AZU_[_ _IR__6412.1]_ and IR64_[_ _AZU__12.1]_ grown under greenhouse conditions. Photograph taken 110 days after sowing. (b) Parents of the recombinant inbred line (RIL) mapping population used to map Al resistance QTL (Famoso et al., 2011). Azucena (*tropical japonica*) is Al‐resistant and IR64 (*indica*) is Al‐sensitive. The photographs show roots of representative five‐day‐old seedlings of Azucena and IR64 grown in hydroponics under control (0 μm Al^3+^ activity, left) and Al stress (160 μm Al^3+^ activity, right) condition for five days. (c) Genotypic makeup of the near‐isogenic lines AZU_[_ _IR__6412.1]_ (left) and IR64_[_ _AZU__12.1]_ (right). In the schematic representation of the 12 chromosomes of rice, blue denotes Azucena background, and red denotes IR64 background. The reciprocal introgressions at the *Alt12.1* region on chromosome 12 are indicated by a blue rectangle in AZU_[_ _IR__6412.1]_ and by a red rectangle in IR64_[_ _AZU__12.1]_. (d) Al resistance phenotypes of Azucena, IR64, and the reciprocal NILs AZU_[_ _IR__6412.1]_ and IR64_[_ _AZU__12.1]_. Relative root growth (RRG) was calculated as the ratio between the total root growth (TRG) of seedlings (*n* = 18) grown under stress conditions (160 μm Al^3+^ activity) over TRG of seedlings (*n* = 18) grown under control conditions (0 μm Al^3+^ activity)

### 2.2 Fine‐mapping of the *Alt12.1* QTL

The *Alt12.1* locus was fine‐mapped using a substitution mapping approach (Appendix S2) to a 0.2 cm region (44.7 kb; chromosome 12: 3,578,363 ‐ 3,623,299 bp), between markers *K_3.57* and *indel_3.62* (Figure 2a, Fig. S1, Table S1). 

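The annotation that the authors deposited with the RNA-seq libraries is the MSUv.7 list of rice gene models. For each model it gives the chromosome, the start and end, the strand, a short description of the product, and whether the locus is marked as a transposable element (TE) or as expressed. These marks are part of the annotation and do not come from the libraries of this study. From marker *K_3.57* to marker *indel_3.62*, 44937 bp of chromosome 12, the list was searched for every locus that shares at least 1 position with the interval. It held 6 such loci with 8 gene models, all on the plus strand, all marked as expressed and none marked as a TE. *ART1* (LOC_Os12g07280) lies from 3580032 to 3582974 and is described as the C2H2 zinc finger protein ZOS12-02. LOC_Os12g07290, from 3583428 to 3587386, is described as an alpha-1,4-fucosyltransferase, has 2 gene models and is separated from *ART1* by 453 bp. LOC_Os12g07300, from 3591142 to 3597522, is described as N-acetyltransferase 10 and also has 2 gene models. LOC_Os12g07310, from 3602558 to 3605041, is described as a citrate-binding protein precursor. LOC_Os12g07340, from 3611358 to 3613149, carries no description beyond expressed protein, and 28383 bp separate it from *ART1*. LOC_Os12g07350, from 3619351 to 3626516, is described as a tRNA nucleotidyltransferase/polyA polymerase family protein. Marker *indel_3.62* lies inside LOC_Os12g07350, which runs on for 3217 bp past the marker, so that 5 loci lie wholly inside the interval. On the other side, *K_3.57* lies between LOC_Os12g07270, which is outside the interval on the minus strand, and *ART1*, 1669 bp before the first position of the *ART1* gene model. The loci cover 21508 bp of the interval (47.9%). The density is 134 loci per Mb, against 146 loci per Mb for the whole of chromosome 12. The list gives the ends of each gene model and not the positions of exons, untranslated regions or start codons.

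**Figure D1:**
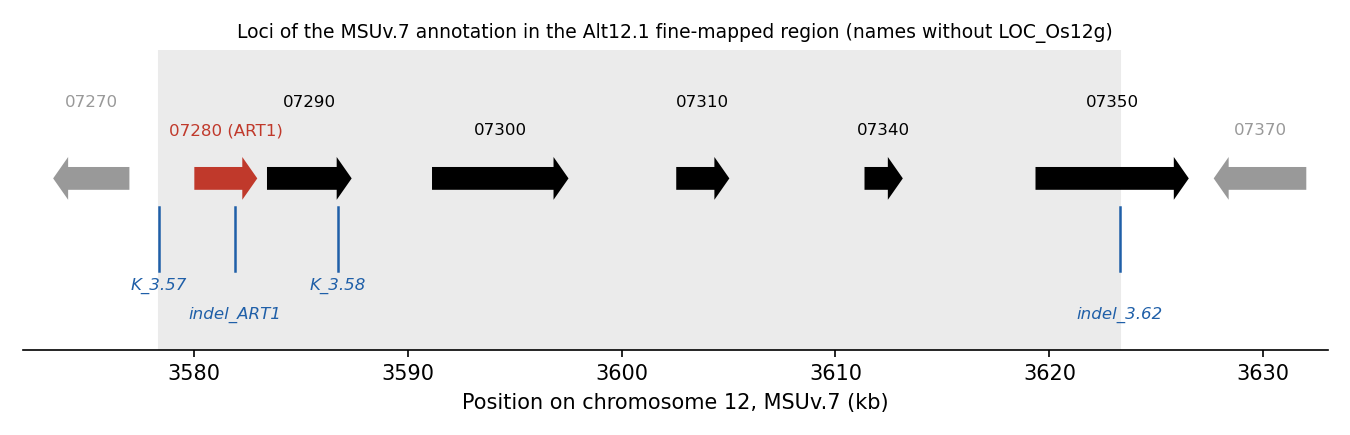
Map of the fine-mapped region on chromosome 12 of MSUv.7, with position in kb on the horizontal axis. Arrows span each annotated locus and point to its 3′ end, with *ART1* in red, the other loci of the interval in black and the nearest locus on each side in grey; the shading marks the interval between *K_3.57* and *indel_3.62*, and blue lines mark the fine-mapping markers, of which *indel_3.62* falls within LOC_Os12g07350.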

According to the rice MSUv.7 genome assembly (Kawahara et al., 2013), this region encompasses six gene models: *ART1* (LOC_Os12g07280), LOC_Os12g07290, LOC_Os12g07300, LOC_Os12g07310, LOC_Os12g07340, and LOC_Os12g07350.

**Figure 2:**
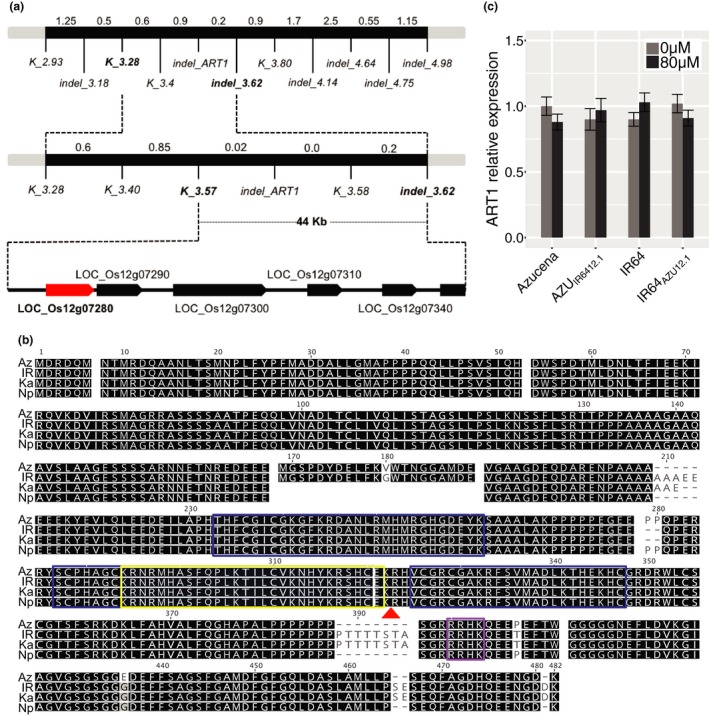
The rice Al resistance gene *AL RESISTANCE TRANSCRIPTION FACTOR 1* (*ART1*) localizes to the fine‐mapped region of the Al resistance QTL *Alt12.1*. (a) Fine‐mapping schema. The Al resistance QTL *Alt12.1* was fine‐mapped using 4,224 F_3_ and 3,552 F_4_ plants from a cross between the Al‐sensitive parent IR64 and an Al‐resistant recombinant inbred line from the Azucena × IR64 mapping population (Appendix S2). The black bar represents a region of rice chromosome 12; molecular markers used at each step are indicated below the bar. Genetic distances are shown in pseudo cM above the black bar (1 cm ~200,000 bp). *ART1* (LOC_Os12g07280) is highlighted (red); other genes in the region are also represented (black arrows). (b) Alignment of the predicted ART1 amino acid sequences from Azucena, IR64, Kasalath, and Nipponbare. Predicted C2H2 domains (blue box) are shown; predicted monopartite (purple rectangle) and bipartite (yellow rectangle) nuclear localization domains are also shown. A red triangle under the alignment indicates the position of the 1‐bp deletion found in the *art1* mutant (Yamaji et al., 2009). (c) *ART1* relative expression in rice roots, measured using RT‐qPCR. Azucena, IR64, and the reciprocal NILs AZU_[_ _IR__6412.1]_ and IR64_[_ _AZU__12.1]_ were grown in hydroponics and treated with Al (80 μm Al^3+^ activity) for 4 hr. Control: light‐gray bar; Al stress, dark‐gray bar. RNA was collected from six independent biological replicates. Error bars indicate a 95% confidence interval. All pairs of means were compared using a Tukey–Kramer HSD test and no significant differences were found (*p *<* *.05)

To assess the levels of structural variation between *japonica* and *indica* across the 44.7‐kb fine‐mapped *Alt12.1* locus, we aligned sequences from the *japonica* rice reference genome, Nipponbare (which served as a proxy for Azucena) to a long‐read, de novo assembly of the IR64 genome (Schatz et al., *in preparation*; http://schatzlab.cshl.edu/data/ir64/). A single IR64 scaffold was identified that covered >36 kb of the *Alt12.1* fine‐mapped locus (44.7 kb). No major rearrangements were detected in the region, and both gene order and gene content were preserved (Fig. S2). Based on previous reports showing the major role played by *ART1* in rice Al resistance, and the extreme Al‐sensitive phenotype of the *art1* mutant (Yamaji et al., 2009), we considered *ART1* to be the primary candidate gene underlying the Al resistance QTL *Alt12.1*.

### 2.3 Allelic variation in *ART1*

To analyze the extent of allelic variation in the *ART1* gene, we examined both sequence and expression level polymorphisms. First, we sequenced the CDS in four rice varieties representing four major rice subpopulations: IR64 (*indica*), Azucena (*tropical japonica*), Kasalath (*aus*), and Nipponbare (*temperate japonica*) (Garris, Tai, Coburn, Kresovich, & McCouch, 2005; Zhao et al., 2011). Azucena and Nipponbare, both Al‐resistant *japonica* cultivars (Famoso et al., 2011), differ from each other by a single, nonsynonymous amino acid substitution at position 436 of the ART1 protein (Figure 2b). IR64 and Kasalath, both Al‐sensitive cultivars, differ from each other by one nonsynonymous substitution (position 53) and two indels (positions 168 and 210–211). The two *japonica* cultivars differ from the *indica* and *aus* cultivars by a total of 11 polymorphisms (4 aa substitutions and 7 indels). The most notable difference is a large C‐terminal insertion (8 aa) that is present in IR64 and Kasalath (position 387–395) but absent in Azucena and Nipponbare. Between Azucena and IR64, the parents of the mapping population used in this study, we observed 4 aa substitutions and 7 indels (Figure 2b).

Next we examined *ART1* expression levels in Azucena, IR64, and the reciprocal NILs AZU_[IR6412.1]_ and IR64_[AZU12.1]_. An RT‐qPCR study in the presence and absence of Al found that *ART1* expression is not responsive to Al stress in the roots of Azucena, AZU_[IR6412.1]_, IR64, and IR64_[AZU12.1]_, and that there are no significant differences (*p *<* *.05) in *ART1* transcript accumulation in the roots of any of the four lines (Figure 2c). These results suggest that the phenotypic variation associated with the *Alt12.1* QTL is likely due to genetic variation in the *ART1* coding region rather than expression level polymorphism.

### 2.4 Functional analysis of the proteins encoded by different *ART1* alleles

In light of the polymorphisms observed in the *ART1* CDS, we were interested to determine whether the proteins encoded by the different *ART1* alleles differ in their nuclear targeting and/or DNA‐binding affinity. *In silico* analysis of the predicted ART1 proteins identified a bipartite nuclear localization signal upstream of the functional 1‐bp frameshift mutation reported by Yamaji et al. (2009) in the *art1* mutant (Figure 2b). This differed from the monopartite nuclear localization domain originally reported by Yamaji et al. (2009), which occurred downstream of the frameshift mutation. We used YFP fusions to determine the subcellular localization of the proteins encoded by the four natural *ART1* alleles as well as the aberrant protein expressed by the *art1* mutant. The *art1* mutant is characterized by a single‐nucleotide deletion that disrupts the frame of translation at position 317, resulting in a longer protein (477 amino acids; the wild‐type ART1 is 465 amino acids). The *art1* mutant version was generated via mutagenesis in vitro (see Materials & Methods). C‐terminal YFP fusion proteins were expressed in tobacco leaves under control of a 35S promoter. A strong YFP signal was detected in the nucleus of cells of tobacco leaves expressing all four ART1 alleles as well as the *art1* mutant (Figure 3a). We conclude that the polymorphisms in the *ART1* coding region do not affect the subcellular localization of the protein.

**Figure 3:**
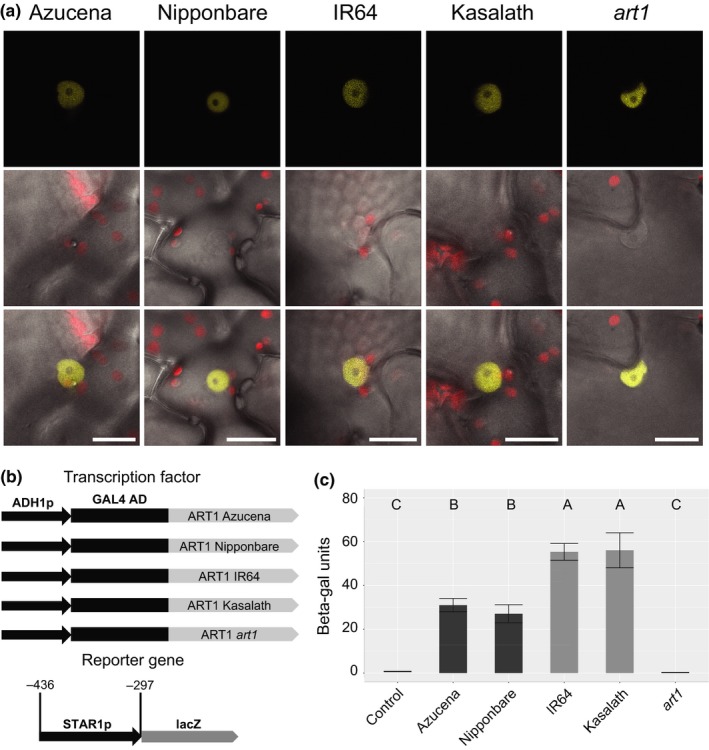
Proteins encoded by different *ART1* alleles localize to the nucleus, but differ in their DNA‐binding affinity. (a) Subcellular protein localization of ART1 using C‐terminal YFP gene fusions (ART1:YFP) transiently expressed in tobacco (*N. benthamiana*). Plasmids carrying the Azucena, Nipponbare, IR64, Kasalath, or *art1* mutant allele of ART1 were individually infiltrated into tobacco leaves. The top row shows the YFP fluorescence, while the middle row shows the superimposed chloroplast fluorescence and bright field channels. The third row shows merged images from all three channels (YFP fluorescence, chloroplast fluorescence, and bright field). Scale bar = 20 μm. (b) Schematic diagram of the constructs used in yeast one‐hybrid assays. For the reporter construct, a fragment of the *STAR1* promoter was cloned in front of the *lacZ* gene and integrated into the yeast genome. Individual yeast colonies carrying the reporter construct were selected and transformed with one of five different transcription factor constructs. Each transcription factor construct contained the constitutive ADH1 promoter driving the expression of the GAL4 activation domain (GAL4 AD) fused to the *ART1* CDS from Azucena (*tropical japonica*; Al‐resistant), Nipponbare (*temperate japonica*; Al‐resistant), IR64 (*indica*; Al‐sensitive), Kasalath (*aus* Al‐sensitive), and the *art1* mutant allele. (c) Yeast one‐hybrid assay comparing promoter activation by different *ART1* alleles. A 164‐bp fragment of the *OsSTAR1* promoter was used. Constructs carrying an empty vector (control), or the Azucena, Nipponbare, IR64, Kasalath, or *art1* mutant allele were assayed for beta‐galactosidase reporter gene activity (*n* = 10). Error bars indicate standard deviation. All pairs of means in (c) were compared using a Tukey–Kramer HSD test; lines not connected by the same letter are significantly different (*p *<* *.05)

Next we compared the DNA‐binding ability of the proteins encoded by different *ART1* alleles in yeast one‐hybrid assays (Figure 3b). To evaluate the DNA‐binding ability of the Nipponbare, Azucena, Kasalath, IR64, and *art1*‐mutant alleles, we used stably transformed yeast lines carrying a fragment of the *OsSTAR1* promoter known to contain the ART1 binding site and previously used in yeast one‐hybrid assays (Yamaji et al., 2009) to drive a beta‐galactosidase reporter gene (Figure 3b). When quantified via β‐galactosidase assays, the *art1* mutant allele was unable to activate the reporter (Figure 3c), in agreement with the fact that the 1‐bp frameshift mutation in the *art1* mutant disrupts one of the predicted DNA‐binding domains. The *japonica* alleles found in Nipponbare and Azucena, which differed by a single amino acid, showed comparable levels of reporter gene activation, indicating that they have similar DNA‐binding affinity (Figure 3c). The *aus* allele from Kasalath and the *indica* allele from IR64 activated the reporter gene at similar levels. On the other hand, the two *japonica* alleles (Azucena and Nipponbare) activated the reported gene at significantly lower levels (*p *<* *.05) when compared to the *indica*/*aus* alleles (IR64 and Kasalath).

### 2.5 Whole‐transcriptome analysis in roots of Azucena, IR64, and the reciprocal NILs

We hypothesized that the polymorphisms also affect DNA binding of the TF *in planta*, and its ability to activate downstream genes in response to Al stress. We examined this by performing transcriptome analysis in roots of Azucena, IR64, and the reciprocal NILs under Al stress using RNA‐seq. Seedlings of Azucena, IR64, and the reciprocal NILs AZU_[IR64121]_ and IR64_[AZU12.1]_ were grown in hydroponics, then subjected to treatment with or without Al for 4 hr. Four independent biological replicates per genotype per treatment were collected and analyzed. A total of ~580M reads were generated across the 32 samples, with an average of ~18M reads per sample. After removing adaptors, low‐quality sequences, and reads that align to ribosomal RNA, we uniquely mapped ~360M reads to the Nipponbare reference genome (MSUv.7), averaging 11M reads per sample (Table S3). Raw read counts for each gene model were used to identify differentially expressed genes. The genotypic identity of all samples was confirmed by visualizing SNPs both within and outside the introgression regions (Table S4). Differentially expressed genes were selected according to the following criteria: (i) twofold or greater change in transcript abundance; (ii) adjusted *p* value of ≤.05; and (iii) minimum of eight counts in at least one sample.

Samples of each reciprocal NIL were analyzed alongside samples of their respective recurrent parents, to avoid spurious results due to genotypic differences across the *indica* and *japonica* genetic backgrounds. A principal component analysis (PCA) on normalized counts was performed to determine which variance components explain most of the global transcriptional variation. In the Azucena background (Azucena and NIL AZU_[IR6412.1]_), the first PC explains 44.5% of the variation and separates control from Al‐treated samples (Fig. S3a). The second PC (23.7%) differentiates the two genotypes. In the IR64 background (IR64 and NIL IR64_[AZU12.1]_), the first PC explains 62% of the transcriptional variation, distinguishing the Al‐treated IR64_[AZU12.1]_ samples from all others. The second PC (12.7%) separates the Al‐treated IR64 samples from the control samples (Fig. S3b). In both genetic backgrounds, the main source of transcriptional variation was Al treatment. However, in the IR64 background, the effect of Al treatment was more accentuated in the NIL IR64_[AZU12.1]_.

A total of 495 unique genes showed differential expression in response to Al across the four genotypes under study: 215 genes were up‐regulated and 280 were down‐regulated (Figure 4). The parental lines Azucena (*tropical japonica*, Al‐resistant) and IR64 (*indica*, Al‐sensitive) showed similar numbers of up‐regulated genes (Azucena = 98; IR64 = 81), and half of them were shared across the two genotypes (*n* = 40; Figure 4b). In contrast, Azucena showed a larger number of genes that were down‐regulated in response to Al stress (*n* = 148) compared to IR64 (*n* = 35), and only 16 of them were shared.

**Figure 4:**
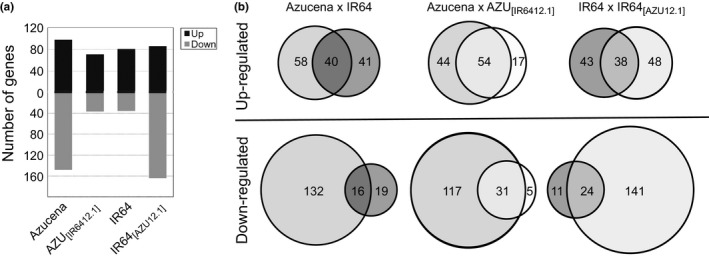
Azucena, IR64, and the reciprocal NILs AZU_[_ _IR__6412.1]_ and IR64_[_ _AZU__12.1]_ differ in their gene expression responses to Al stress. (a) Bar plot displaying the number of differentially regulated genes in response to Al in roots of Azucena, IR64, and the reciprocal NILs AZU_[_ _IR__6412.1]_ and IR64_[_ _AZU__12.1]_ according to RNA‐seq. Plants were treated with 0 or 80 μm Al^3+^ activity for 4 hr. (b) Venn diagrams of differentially regulated genes in response to Al in each genotype

### 2.6 The effect of the reciprocal *Alt12.1* QTL introgressions on gene expression

We first examined the RNA‐seq results for each NIL alongside its recurrent parent grown under control conditions (absence of Al). When the NIL AZU_[IR6412.1]_ was compared to its recurrent parent Azucena, 62 differentially expressed genes were detected (File S2). Of these, 40 are located within the introgression from IR64 in AZU_[IR6412.1]_, and are interpreted to represent genotypic differences between *indica* and *japonica*. Three of them were also found to be differentially regulated by Al in Azucena: two were down‐ and one was up‐regulated (File S2). When the NIL IR64_[AZU12.1]_ was compared to IR64 under control conditions, 14 differentially expressed genes were identified. Seven of them are located within the 2.36‐Mb introgression from Azucena in IR64_[AZU12.1]_. Of these 14 genes, two were up‐regulated by Al in IR64 (File S2). None of the differentially expressed genes detected under control conditions corresponds to genes reported in previous studies to be Al‐responsive (Arenhart et al., 2014; Tsutsui et al., 2012; Yamaji et al., 2009).

One gene, LOC_Os12g07340, located within the 44‐kb fine‐mapped region of the *Alt12.1* QTL, was differentially expressed in both Azucena and IR64 backgrounds. According to RNA‐seq, LOC_Os12g07340 expression is higher in Azucena than in the NIL AZU_[IR6412.1]_ (Fig. S4a) and also higher in the NIL IR64_[AZU12.1]_ than in IR64. This suggests that the Azucena allele is more highly expressed than the IR64 allele. Under Al stress, LOC_Os12g07340 is down‐regulated by Al in lines carrying the Azucena allele, although the difference is only significant in Azucena (Fig. S4b). LOC_Os12g07340 encodes an expressed protein with no known functional domains; whether this gene also contributes to the Al resistance phenotype associated with the *Alt12.1* QTL merits further investigation.

### 2.7 The effect of the *Alt12.1* QTL introgressions on the transcriptional response to Al stress

While our RNA‐seq data showed that the reciprocal *Alt12.1* introgressions triggered few changes in gene expression in the absence of Al, significant changes were observed in response to Al stress. In the Azucena genetic background, the presence of the *ART1* allele from IR64 reduced the number of up‐regulated genes in the NIL AZU_[IR6412.1]_ (*n* = 71) relative to Azucena (*n* = 98). Of these, 54 were shared between Azucena and the NIL (Figure 4b). In contrast, in the IR64 genetic background, the presence of the *ART1* allele from Azucena did not greatly affect the number of up‐regulated genes (*n* = 81 in IR64 versus *n* = 86 in the NIL IR64_[AZU12.1]_), and 38 of these were shared between the two genotypes (Figure 4b).

The down‐regulation of genes in response to Al stress showed a distinct pattern: 148 genes were down‐regulated in Azucena, while only 36 were down‐regulated in the NIL AZU_[IR6412.1]_ (Figure 4). Conversely, 35 genes were down‐regulated in IR64 and 165 in the NIL IR64_[AZU12.1]_. In other words, genotypes carrying the *ART1* allele from Al‐resistant Azucena showed a greater number of down‐regulated genes than those carrying the IR64 *ART1* allele. Of the 148 genes down‐regulated in Azucena and 165 down‐regulated in the NIL IR64_[AZU12.1]_, only 45 are in common. A GO analysis showed that the down‐regulated genes in all four genotypes were strongly enriched in the categories “response to stimulus” and “primary metabolic processes” (File S3). Azucena and both NILs were also enriched for genes involved in “signal transduction” and “developmental processes,” but this was not true for IR64. The GO analysis suggests that the larger number of down‐regulated genes in genotypes carrying the Azucena *ART1* allele encompasses a number of different functional categories (Fig. S5).

A comparison of global transcriptional responses between each NIL and its parent indicated that the reciprocal *Alt12.1* introgressions influenced the magnitude of the transcriptional response to Al. The average fold‐change across all up‐regulated genes was significantly lower in the NIL AZU_[IR6412.1]_ than in Azucena (Figure 5a,c). The same was true for down‐regulated genes, which were significantly less down‐regulated in the NIL AZU_[IR6412.1]_ than in the parent. Conversely, the NIL IR64 _[AZU12.1]_ showed greater fold‐changes in both up‐ and down‐regulated genes than IR64 (Figure 5b,d). These results suggest that genes in both genetic backgrounds are transcriptionally more responsive to the *ART1* allele from Al‐resistant Azucena.

**Figure 5:**
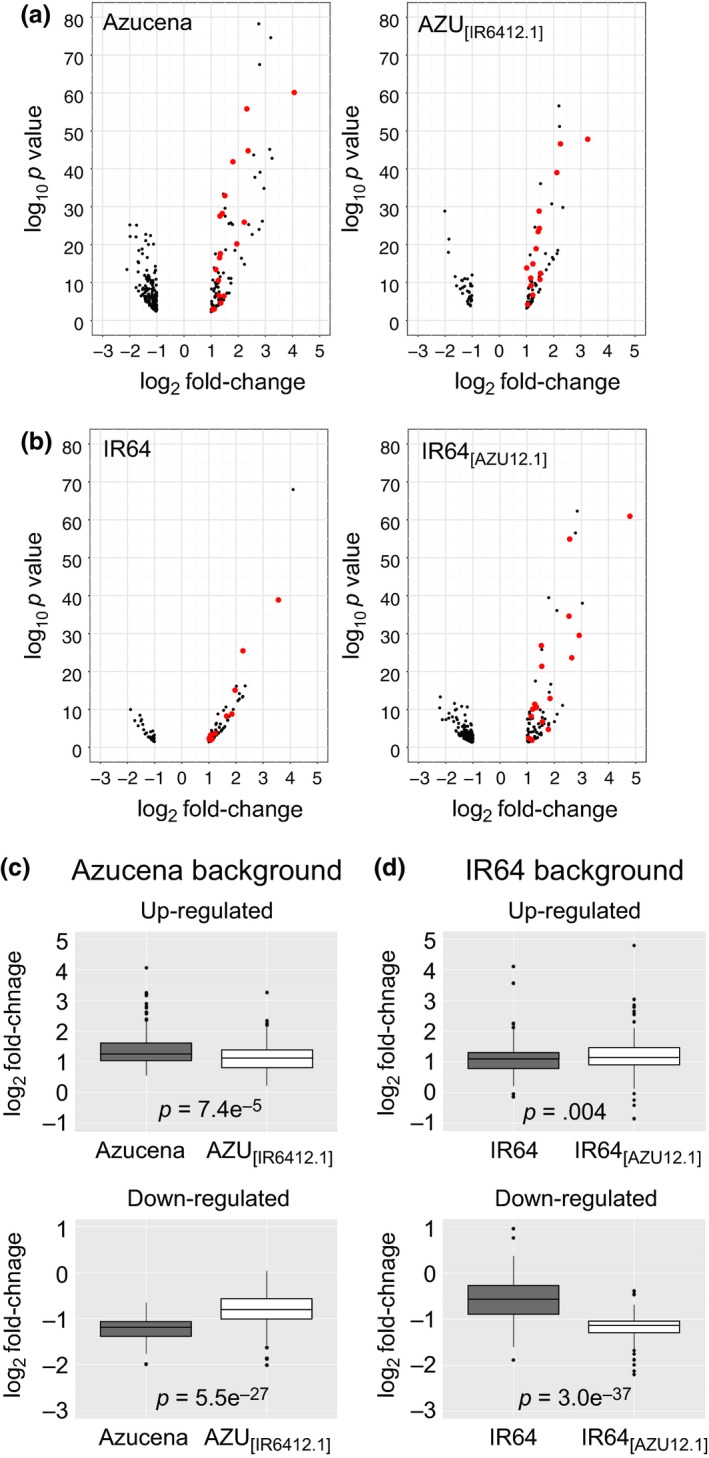
Gene expression responses to Al stress differ in magnitude in Azucena (*tropical japonica*) and IR64 (*indica*) genetic backgrounds. (a) and (b): Volcano plots showing gene expression responses to Al stress in each genotype. The (−log_10_‐transformed) *p* values were plotted against log_2_ fold‐change for each differentially regulated gene. (a) Azucena background; (b) IR64 background. Genes described by Yamaji et al. (2009) are highlighted in red. (c) and (d): boxplots of gene expression changes (log_2_ fold‐change) of genes in Azucena (c) and IR64 (d) backgrounds. Genes up‐regulated in Azucena in response to Al (*n* = 98) are significantly more up‐regulated than those in the NIL AZU_[_ _IR__6412.1]_ (*n* = 71) (*p* value = 7.4e‐05). Genes down‐regulated in Azucena (*n* = 148) are significantly more down‐regulated than those in the NIL AZU_[_ _IR__6412.1]_ (*n* = 36) (*p* value = 5.55e‐27). Conversely, genes in IR64 (*n* = 81) are less up‐regulated in response to Al than those in the NIL IR64_[_ _AZU__12.1]_ (*n* = 115) (*p* value = .004). Genes down‐regulated in IR64 (*n* = 35) are significantly less down‐regulated than those in the NIL IR64_[_ _AZU__12.1]_ (*p* value = 3e‐37) (*n* = 164)

Next, we identified specific genes displaying higher fold‐change in response to Al in the lines carrying the Azucena *ART1* allele (Figure 6). The heat map in Figure 6a displays differentially regulated genes in Azucena background, sorted according to the difference in fold‐change in Azucena (native Azucena *ART1* allele) relative to the NIL carrying the IR64 *ART1* allele. Among those up‐regulated by Al, 26 genes were >1.5‐fold more up‐regulated in Azucena than in AZU_[IR6412.1]_. Of these genes, 12 were more than twofold more up‐regulated in Azucena than in the NIL AZU_[IR6412.1]_ (Table 1 and File S4). These genes are at the top of the heat map (Figure 6a). A similar pattern was observed for down‐regulated genes. There were no genes displaying the opposite behavior; in other words, all differentially regulated genes were either similarly or more intensely regulated in Azucena than in the NIL carrying the IR64 allele of *ART1*.

**Figure 6:**
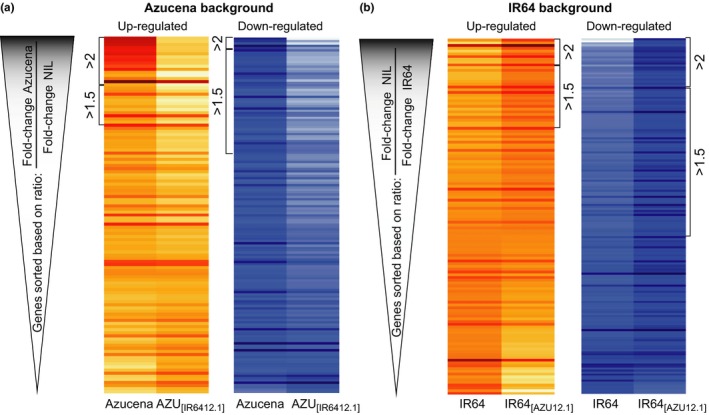
Differential gene expression responses to Al stress are stronger in the presence of the ART1 allele from Azucena in both genetic backgrounds. Heat maps illustrating the RNA‐seq expression profile (log_2_ fold‐change) of differentially regulated genes in response to Al in (a) Azucena and (b) IR64 backgrounds. Genes were sorted according to the ratio between the fold‐change (in response to Al) in the line carrying the Azucena ART1 allele and the line carrying the IR64 ART1 allele. In other words, Azucena background lines were sorted based on fold‐change in Azucena/fold‐change in NIL AZU_[_ _IR__6412.1]_. In the case of IR64 background, lines were sorted based on fold‐change in IR64_[_ _AZU__12.1]_/fold‐change in IR64. Brackets in (a) indicate genes with (fold‐change Azucena/fold‐change NIL AZU_[_ _IR__6412.1]_) ratios above 2 and above 1.5. Brackets in (b) indicate genes with (fold‐change in IR64_[_ _AZU__12.1]_/fold‐change in IR64) ratios above 2 and above 1.5. The color key represents normalized, log_2_‐transformed fold‐change. For up‐regulated genes, red indicates high fold‐change and light yellow indicates low (or no) fold‐change. For down‐regulated genes, dark blue indicates high fold‐change and light blue indicates low (or no) fold‐change

**Table 1:** Genes up‐regulated by Al stress showing fold‐change 2 ×  or higher in Azucena compared to NIL AZU_[IR6412.1]_

Gene	log_2_FC Azucena	log2FC NIL AZU_[IR6412.1]_	Annotation (MSUv7)
LOC_Os12g38270	3.25	0.79	Metallothionein, putative, expressed
LOC_Os10g38340	3.20	0.74	Glutathione S‐transferase GSTU6, putative, expressed
LOC_Os03g16030	3.16	0.90	hsp20/alpha crystallin family protein, putative, expressed
LOC_Os01g43750	2.89	0.85	Cytochrome P450 72A1, putative, expressed
LOC_Os08g05960	2.80	0.86	Expressed protein
LOC_Os08g05970	2.95	1.02	Expressed protein
ChrSy.fgenesh. gene.47	2.51	0.65	Expressed protein
LOC_Os03g16020	2.62	0.79	hsp20/alpha crystallin family protein, putative, expressed
LOC_Os01g43774	2.38	0.78	Cytochrome P450 72A1, putative, expressed
LOC_Os04g27060	2.12	0.53	Oxidoreductase, aldo/keto reductase family protein, putative, expressed
LOC_Os12g38290	2.77	1.20	Metallothionein, putative, expressed
LOC_Os08g05980	1.30	0.26	Expressed protein

In the IR64 background (Figure 6b), genes were sorted according to the difference in fold‐change in the NIL IR64_[AZU12.1]_ (*ART1* allele from Azucena) relative to IR64, so that genes that respond more strongly in the presence of *ART1* from Azucena are at the top of the heat maps. Among the up‐regulated genes, 32 genes were >1.5‐fold more up‐regulated in IR64_[AZU12.1]_ than in IR64. Of these, ten were more than twofold more up‐regulated in IR64_[AZU12.1]_ than in IR64 (Table 2 and File S4). A number of genes were more up‐regulated in IR64 than in the NIL IR64_[AZU12.1]_ (File S4; bottom of heat map in Figure 6b). The biological basis for this is not known; a possible explanation may be that IR64, being less Al‐resistant, is under more stress, and therefore, more stress‐related genes are differentially regulated.

**Table 2:** Genes up‐regulated by Al stress showing fold‐change 2 ×  or higher in the NIL IR64_[AZU12.1]_ compared to IR64

Gene	log_2_FC IR64	log_2_FC NIL IR64_[AZU12.1]_	Annotation (MSUv7)
LOC_Os06g19130	0.88	2.31	Cadmium tolerance factor, putative, expressed^a^
LOC_Os05g11320	−0.13	1.16	Metallothionein‐like protein 3B, putative, expressed
LOC_Os01g69010	3.56	4.79	MATE efflux protein, putative, expressed (FRDL4)^b^
LOC_Os04g01690	0.65	1.87	Pyridoxal‐dependent decarboxylase protein, putative, expressed
LOC_Os05g33900	−0.04	1.09	Auxin‐induced protein 5NG4, putative, expressed
LOC_Os12g38290	0.58	1.66	Metallothionein, putative, expressed
LOC_Os04g41750	1.85	2.92	Expressed protein^b^
LOC_Os11g41840	0.27	1.28	Transporter family protein, putative, expressed
LOC_Os06g39700	0.21	1.21	DNA‐directed RNA polymerase subunit alpha, putative, expressed
LOC_Os02g09390	1.65	2.65	Cytochrome P450, putative, expressed^b^

a Gene annotation not confirmed by BlastP (see File S4).

b Gene also listed by Yamaji et al. (2009).

Next, we examined whether the genes responding differently to the Azucena versus the IR64 *ART1* allele were the same or different in the two genetic backgrounds. A total of 26 genes showed greater up‐regulation by the Azucena *ART1* allele in the Azucena background, while 32 showed greater up‐regulation by the Azucena *ART1* allele in the IR64 background. Only six were shared across the two (Fig. S6a). A total of 48 genes showed greater down‐regulation by the Azucena *ART1* allele in the Azucena background, while 95 showed greater down‐regulation by the Azucena *ART1* allele in the IR64 background. Only eight were shared (Fig. S6a). Although only two genotypes were tested, these results suggest that the genetic background influences the ART1‐mediated transcriptional responses to Al stress. These results also indicate that many Al‐responsive genes are independent of the *ART1* allele, or independent of ART1 altogether.

### 2.8 Functional annotation of genes that respond more to Al stress in the presence of the Azucena *ART1* allele

In previous mutant studies, 32 genes were reported to be up‐regulated by Al stress in wild type but not in the *art1* mutant (Yamaji et al., 2009; Yokosho, Yamaji, & Ma, 2011); these 32 genes have been designated ART1‐regulated genes. Several of these were also identified in our study. The parental lines Azucena (Al‐resistant) and IR64 (Al‐sensitive) up‐regulated 17 and 10 “ART1‐regulated” genes, respectively (Figure 5). Of these, eight were shared across the two genotypes (Fig. S6b). The NIL AZU_[IR6412.1]_ up‐regulated 14 genes; of these, 13 were shared between Azucena and the NIL. In the IR64 genetic background, the NIL IR64_[AZU12.1]_ up‐regulated 17 “ART1‐regulated” genes while IR64 up‐regulated 10, all of which were also up‐regulated in the NIL.

The genes that respond more strongly to the *ART1* allele from Azucena are presumably the drivers of the phenotypic difference in Al resistance observed between NILs and their corresponding parents. Of the 26 genes more up‐regulated in Azucena than in AZU_[IR6412.1]_, only three were previously identified as ART1‐regulated genes (File S4). Of the 32 genes that were more up‐regulated in IR64_[AZU12.1]_ than in IR64, seven were previously listed as ART1‐regulated (File S4). These results suggest that in response to Al, ART1 regulates the expression of more genes than previously thought.

The previously described ART1‐regulated gene *OsFRDL4* was more strongly up‐regulated in the presence of the Azucena *ART1* allele than the IR64 allele in both Azucena and IR64 backgrounds (File S4). *OsFRDL4* encodes a MATE family transporter that mediates Al‐activated citrate exudation from rice roots (Yokosho et al., 2011). In our RNA‐seq study, the expression of *OsFRDL4* is affected by the presence of different *ART1* alleles, with the Azucena *ART1* allele driving greater up‐regulation under Al stress than the IR64 allele. Specifically, the expression of *OsFRDL4* is more up‐regulated in response to Al in the NIL IR64_[AZU12.1]_ than in its recurrent parent IR64, and less up‐regulated in response to Al in the NIL AZU_[IR6412.1]_ than in Azucena (Fig. S7, File S4). Variation in *OsFRDL4* expression was previously associated with the presence of a 1.2‐kb insertion in the promoter (Yokosho et al., 2016). This insertion is present in Azucena and absent in IR64 (Fig. S7), suggesting that, in the genetic backgrounds used our study, variation in both the ART1 protein and the *cis‐*regulatory region of *OsFRDL4* may contribute to the regulation of *OsFRDL4* expression in response to Al (Fig. S7).

### 2.9 ART1 *cis* element analysis

The *cis* element binding site of ART1 has been experimentally defined as the short, degenerate sequence motif GGN(T/g/a/C)V(C/A/g)S(C/G). This motif was identified based on protein gel‐shift assays using the promoter of *STAR1* (Tsutsui et al., 2011). We set out to determine whether the putative regulatory regions of the Al‐regulated genes in our whole‐transcriptome analysis are enriched for the ART1‐binding motif. As the first step, we probed the prevalence of the motif in the background, that is, throughout the putative regulatory regions of all rice genes, regardless of their expression pattern. We generated a library of putative regulatory regions for all rice gene models based on the rice reference genome assembly (MSUv.7), defined as the 2‐kb region upstream of the start codon of each gene. 

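The deposited MSUv.7 annotation holds 55986 loci with 66338 gene models, and 6457 loci have more than 1 gene model. Of the loci, 16937 (30.3%) are marked as TEs and 49356 (88.2%) as expressed, 28082 lie on the plus strand and 27904 on the minus strand, and the median length is 2391 bp. Since the list gives the ends of gene models and not start codons, 2-kb windows were placed directly upstream of the representative gene model of each locus on the 12 chromosomes. Where a gene model begins with an untranslated region, such a window lies further upstream than one that ends at the start codon. Of these windows, 19327 (34.6%) reach into at least 1 other annotated locus, by a median of 783 bp, and 199 lie wholly inside other loci. The other 36474 windows are free of annotated loci. Summed over all windows, 14.6% of the sequence is part of another locus. Among the ART1-regulated genes, the window of *STAR2* (LOC_Os05g02750) has 1124 bp inside other loci, that of *ALS1* (LOC_Os03g54790) 1180 bp and that of *Nrat1* (LOC_Os02g03900) 428 bp. The windows of *STAR1* (LOC_Os06g48060), *FRDL2* (LOC_Os10g13940), *OsFRDL4* (LOC_Os01g69010), LOC_Os01g53090 and LOC_Os04g41750 have 0 bp. For the windows of loci not marked as TEs, the share that reach into another locus was 34.9%, which was the largest change among the alternatives tried. TE loci were still counted there as other loci, so how much of the overlap is with TE loci was not tested. These are counts of positions, and no sequence motif was counted here.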

When the ART1 *cis*‐acting element GGNVS was mapped to the library of putative regulatory regions, the element was found to be present in 55,552 of 55,554 putative regulatory sequences, with an average of 30.3 motifs per 2‐kb sequence (Fig. S8a). Because ART1 was shown to bind with lesser affinity when certain bases were found in positions 3 and 4 of the motif (Tsutsui et al., 2011), we also mapped the less degenerate motif GGYMS, in which the bases predicted to have less affinity to ART1 were excluded. The motif GGYMS was found in 55,460 of 55,554 putative regulatory sequences, with an average of 10 hits per sequence (Fig. S8b). We determined that enrichment of the 5‐bp ART1‐binding *cis* element in the regulatory region of putative Al response genes is insufficient criteria for identifying ART1‐regulated genes, due to the widespread presence of the motif in the background of putative regulatory regions.

### 2.10 Putative ART1‐regulated genes provide insight into transgressive segregation for Al resistance in rice

We identified a number of genes that responded to Al stress only in the IR64 (Al‐sensitive parent) genetic background, including two previously identified as ART1‐regulated genes by Yamaji et al. (2009): LOC_Os01g53090 and LOC_Os04g41750. In our RNA‐seq dataset, these genes were significantly up‐regulated in response to Al stress in both IR64 and the NIL IR64_[AZU12.1]_ but not in Azucena or AZU_[IR6412.1]_ (Figure 7a). In other words, these two genes were up‐regulated only in the IR64 genetic background and not in the Azucena genetic background, and the up‐regulation is triggered by either of the *ART1* alleles. We hypothesized that IR64, the Al‐sensitive parent, carries positive alleles conferring enhanced Al resistance at both of these loci (and possibly others). In line with this hypothesis, we previously reported transgressive segregation for rice Al resistance (Famoso et al., 2011).

**Figure 7:**
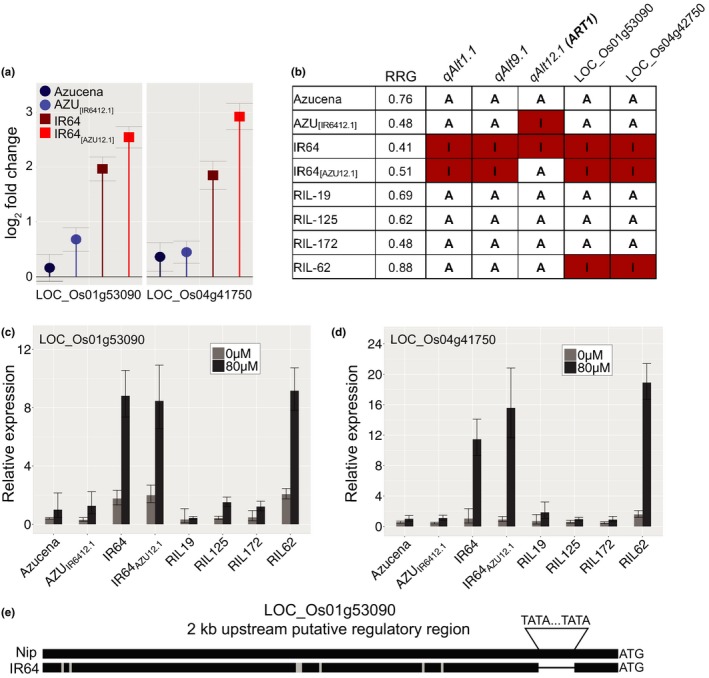
Expression patterns of ART1‐regulated genes in different genetic backgrounds provide clues about transgressive variation. (a) Relative expression based on RNA‐seq (log_2_ fold‐change) of two putative ART1‐regulated genes, LOC_Os01g53090 and LOC_Os04g41750 under Al stress. (b) Genotypic makeup and Al resistance phenotype (RRG) of rice genotypes used in qRT‐PCR study: the parents Azucena and IR64, the reciprocal NILs IR64_[_ _AZU__12.1]_ and AZU_[_ _IR__6412.1]_, and RILs 19, 125, 172 (controls), and 62. RIL‐62 shows transgressive variation for Al resistance. The colored boxes indicate genotype at these loci: QTLs *Alt1.1*,* Alt9.1,* and *Alt12.1*, as well as at the putative ART1‐regulated genes LOC_Os01g53090 and LOC_Os04g41750. “A” indicates Azucena genotype at that given loci; red boxes with “I” indicate IR64. (c) and (d) Relative expression based on qRT‐PCR for genes (c) LOC_Os01g53090 and (d) LOC_Os04g41750 in roots of Azucena, AZU_[_ _IR__6412.1]_, IR64, IR64_[_ _AZU__12.1]_, RIL‐19, RIL‐125, RIL‐172, and RIL‐62 grown in hydroponics and treated for 4 hr under control (0 μm Al^3+^) (light gray bar) and Al stress conditions (80 μm Al^3+^ activity) (dark‐gray bar). Error bars indicate a 95% confidence interval. (e) Graphical representation of a DNA sequence alignment of the 2‐kb putative regulatory region of LOC_Os01g53090 between the reference genome (Nipponbare) and IR64. Black bars represent regions of sequence identity. Gray rectangles indicate small indels and SNPs. A bracket indicates the position of a “TA” sequence repeat (32 bp longer in Nipponbare/Azucena relative to IR64)

To further explore this hypothesis, we investigated the expression patterns of LOC_Os01g53090 and LOC_Os04g41750 in a line (RIL‐62) from the RIL population that carries IR64 alleles at both of these ART1‐regulated loci; this RIL also carries favorable alleles from Azucena at all three previously reported Al resistance QTL (*Alt1.1*,* Alt9.1,* and *Alt12.1*, i.e., *ART1*) (Famoso et al., 2011), and shows transgressive variation for Al resistance (Figure 7b). As controls, we selected three additional RILs carrying Azucena (resistant) alleles at the three QTL, as well as at the two ART1‐regulated loci: RIL‐19, RIL‐125, and RIL‐172 (Figure 7b). Using qRT‐PCR, we confirmed the observations from RNA‐seq showing that both genes were strongly up‐regulated in response to Al in IR64 and IR64_[AZU12.1]_ but not in Azucena or AZU_[IR6412.1]_. Both genes were also strongly up‐regulated by Al in the transgressive RIL‐62, but not in any of the control RILs (Figure 7c,d).

It is possible that variation in the *cis*‐regulatory regions of these “background” genes may contribute to the difference in gene expression patterns. In fact, in the upstream regulatory region of LOC_Os01g53090, there is a “TA” repeat region just 97 bp upstream of the start codon. An alignment between the Nipponbare reference genome and the IR64 assembly showed that the repetitive region is 32 bp longer in Nipponbare (Figure 7e). LOC_Os04g41750 is not only up‐regulated exclusively in the IR64 background, but also responds more strongly to Al in the presence of the ART1 from Azucena: the up‐regulation of LOC_Os04g41750 in response to Al in the NIL IR64_[AZU12.1]_ is higher than in IR64 (Table 2 and Figure 7). These results may illustrate how recombination between divergent parents can bring together favorable genetic variation at interacting loci that contribute to transgressive phenotypic variation in the offspring.

## 3 DISCUSSION

### 3.1 Allelic variation in *ART1* affects rice Al resistance

Our present study focused on a major QTL for Al resistance in rice, *Alt12.1*. This QTL was identified in an RIL mapping population derived from a cross between an Al‐resistant *tropical japonica* variety (Azucena) and an Al‐sensitive *indica* variety (IR64). Via fine‐mapping, we narrowed down the QTL *Alt12*.*1* to a region of 44 kb surrounding *ART1* (Figure 2). *ART1* encodes a C2H2 transcription factor required for rice Al resistance, and regulates the expression of other known Al resistance genes. While we did not observe differences in *ART1* transcript levels between Azucena, IR64, or the NILs (with or without Al treatment), we identified extensive sequence polymorphism in the coding region. These polymorphisms are not predicted to truncate the protein product or affect the C2H2 domain but could affect protein folding and interaction with target gene promoters. It is interesting to note that most of the polymorphisms between *indica* and *japonica ART1* alleles occur at the C‐terminal end of the protein. Perhaps the most notable polymorphism is the large C‐terminal insertion present in Kasalath and IR64, and absent in both Azucena and Nipponbare (Figure 2). This insertion adds a poly‐threonine sequence downstream of a polyproline‐like sequence. The reactive hydroxyl groups on threonine are common targets for posttranslational modifications making this an interesting polymorphism for future protein–protein interaction studies.

The RNA‐seq results presented here indicate that the *ART1* allele from Azucena leads to a stronger transcriptional response to Al stress in rice roots. Using yeast one‐hybrid assays, we demonstrate that the ART1 proteins encoded by the alleles found in *indica*/*aus* (IR64; Kasalath) and *japonica* (Azucena; Nipponbare) differ significantly in their DNA‐binding ability. In the yeast one‐hybrid assay, the ART1 proteins encoded by the IR64 and Kasalath alleles activated the reporter gene more strongly than the ones from Azucena and Nipponbare (Figure 3c). This is a nonintuitive result, given that the Azucena allele drives gene expression more strongly than the IR64 allele *in planta*. Yeast one‐hybrid is a heterologous system, in which the TF of interest is fused with the strong GAL4 activation domain and the DNA sequence of interest is placed upstream of a reporter gene. As such, other elements that may affect TF activity *in planta* are missing. Further studies using promoter–reporter systems in plant protoplasts will shed more light into the transcriptional activation ability of the different ART1 proteins.

### 3.2 Using reciprocal NILs to study transcriptomic responses to Al in IR64 and Azucena

We generated reciprocal NILs in which the *Alt12*.*1* QTL region from Azucena was introgressed into IR64, and vice versa (Figure 1). The NILs validated the effect of the QTL on Al resistance in both genetic backgrounds: the NIL in the Azucena background, AZU_[IR6412.1]_, is less Al‐resistant than Azucena; conversely, the NIL in the IR64 background, IR64_[AZU12.1]_, is more Al‐resistant than IR64. Because ART1 is a transcription factor, the phenotypic differences observed between each NIL and their respective recurrent parent are likely to result from differences in the expression of genes regulated by ART1. We took advantage of the reciprocal NILs to study how the IR64 and Azucena *ART1* alleles affect transcriptomic responses to Al stress in both genetic backgrounds.

We performed RNA‐seq in roots of rice seedlings of Azucena, IR64, and the reciprocal NILs AZU_[IR64121]_ and IR64_[AZU12.1]_ under control conditions (no Al) or exposed to Al for 4 hr. To determine the effect of the *Alt12.1* QTL introgressions on gene expression under control conditions, we compared gene expression in each NIL and its recurrent parent in the absence of Al. Under these conditions, only a small number of differentially regulated genes were identified. The majority localized to the chromosomal introgressions in each of the NILs, suggesting that these genes represent “background” genotypic differences between *indica* and *japonica*. However, five genes showed differential expression in response to Al treatment (File S2). This included LOC_Os12g07340, which is one of six genes located within the fine‐mapped region, only 28 kb away from *ART1* (Figure 2a). The function of these genes is unknown, and although none are predicted to encode a regulatory protein or TF, we cannot rule out the possibility that one or more may contribute to Al resistance. Our study illustrates some of the complexities and limitations of using NILs to molecularly characterize genes underlying QTLs. Even if the background of the NIL is clean, the target introgressions inevitably harbor more than just the gene of interest. Genome‐editing tools are now well established in a variety of plant species; we are currently applying this technology to create “clean” allelic swaps for *ART1* in both *indica* and *japonica* backgrounds.

### 3.3 Down‐regulation of gene expression in response to Al is associated with the Azucena *ART1* allele

One of the most striking features of our RNA‐seq study is the extent of the down‐regulation response to Al stress in Azucena when compared to IR64 (Figure 4). Moreover, the larger number of down‐regulated genes is associated with the presence of the Azucena *ART1* allele: Azucena and the IR64 NIL carrying the *Alt12.1* introgression from Azucena (IR64_[AZU12.1]_) both displayed a larger number of down‐regulated genes than the genotypes carrying the *ART1* allele from IR64 (IR64 and AZU_[IR6412.1]_). Based on these results as well as the Y1H findings, it is tempting to speculate that ART1 may act as a negative regulator of Al responses. However, the role of ART1 as an activator of transcription is well established, as the literature provides many examples of genes involved in Al resistance in rice that are up‐regulated by the stress and require ART1 for their activation. However, the possibility exists that ART1 may interact with *cis*‐regulatory elements and other transcription factors to act as both an activator and a repressor of transcription.

To date, most transcriptomics studies examining responses to Al stress have focused on up‐regulated genes. For instance, Yamaji et al. (2009) did not report on down‐regulated genes in the *art1* mutant study, so it is not known whether the *art1* mutant also displayed less gene down‐regulation in response to Al. Transcriptome studies in the Al‐sensitive species *Medicago truncatula* (Chandran et al., 2008) and in the highly Al‐resistant species buckwheat (Yokosho, Yamaji, & Ma, 2014) did not observe a larger number of down‐regulated versus up‐regulated genes. In maize, transcriptional profiling comparing an Al‐resistant and an Al‐sensitive genotype (Maron et al., 2008) reported that the Al‐sensitive genotype showed a larger number of both up‐ and down‐regulated genes. This is likely due to higher stress levels resulting from Al toxicity, as the number of differentially regulated genes in the Al‐sensitive genotype increased over time. In our study in rice, the Al‐resistant genotype displayed a larger number of down‐regulated genes. However, we can only draw limited conclusions from these studies, as each study analyzed a small number of lines. More research is needed before we can implicate gene down‐regulation with specific mechanisms of Al resistance.

### 3.4 The effect of *ART1* on transcriptomic responses to Al stress may depend on the genetic background

Our RNA‐seq study identified a number of differentially regulated genes in response to Al stress, and only about half of them were shared between the Azucena (*tropical japonica*) and IR64 (*indica*) genetic backgrounds. The ART1 from Al‐resistant Azucena led to greater global changes in gene expression in response to Al stress when compared to the ART1 from IR64, in both the number of genes and magnitude of the response. This result was observed in both the Azucena (native) and the IR64 genetic background (NIL IR64_[AZU12.1]_, carrying the *Alt12.1* QTL from Azucena), suggesting that the Azucena *ART1* allele is more effective in conferring Al resistance than the IR64 allele in both genetic backgrounds. The small sample size (*n* = 4 genotypes) limits our ability to statistically analyze the differences between genetic backgrounds; nevertheless, our data suggest that the identity of the genes affected by the two *ART1* alleles differed in Azucena and IR64.

### 3.5 ART1 allele swapping between Azucena and IR64 affects the expression pattern of many genes not previously designated as ART1‐regulated

Among the genes up‐regulated by Al stress in our RNA‐seq study are many previously characterized Al resistance genes, including *OsNrat1*,* OsFRDL4*,* OsFRDL2*,* OsALS1*,* STAR1*,* STAR2,* and *OsCDT3*. *OsNrat1* encodes a plasma membrane‐localized Al uptake transporter (Li et al., 2014; Xia, Yamaji, Kasai, & Ma, 2010). *OsNrat1* function is likely coupled with a mechanism of internal detoxification, involving another ART1‐regulated gene: *OsALS1*. This gene encodes a half‐size ABC transporter localized to the tonoplast of root cells, where it is thought to sequester Al^3+^ into the vacuole (Huang, Yamaji, Chen, & Ma, 2012). *STAR1* and *STAR2* were also shown to play a role in rice Al resistance: *STAR1* encodes the nucleotide‐binding domain of a bacterial‐type ABC transporter that interacts with the transmembrane domain encoded by *STAR2* (Huang et al., 2009). Disruption of either gene results in higher Al sensitivity; however, the mechanism by which the STAR1‐STAR2 complex confers Al resistance is unknown. When expressed in *Xenopus* oocytes, STAR1‐STAR2 facilitates the export of UDP‐glucose; this substrate is proposed to modify the cell wall in a way that reduces Al^3+^ accumulation. *OsCDT3* encodes a small cysteine‐rich peptide that exhibits Al‐binding properties (Xia, Yamaji, & Ma, 2013).

The genes that respond more strongly to the *ART1* allele from Azucena than to the *ART1* allele from IR64 are presumably the drivers of the phenotypic difference in Al resistance observed between NILs and their corresponding recurrent parents. Among the genes previously designated as ART1‐regulated, only a few were among those that responded more strongly to the *ART1* allele from Azucena: *OsFRDL4*, LOC_Os02g51930 and LOC_Os02g09390 in the Azucena background, and *OsFRDL4*, LOC_Os04g41750, LOC_Os02g09390, LOC_Os11g29780, LOC_Os10g38080, LOC_Os03g55290, and LOC_Os09g30250 in the IR64 background (File S4). The functions of the vast majority of genes that responded more strongly to Al stress in the presence of the *ART1* allele from Al‐resistant Azucena are unknown and present new opportunities for exploring the mechanisms of transcriptional regulation in rice roots in response to Al stress.

### 3.6 Expression of the MATE transporter *OsFRDL4* is dependent on genetic background

*OsFRDL4* encodes a multidrug and toxin extrusion (MATE) transporter that mediates root citrate release (Yokosho et al., 2011); Al‐activated release of organic acids from the root is a major physiological mechanism of plant Al resistance (Kochian et al., 2015). *OsFRDL4* is the major candidate for the gene underlying an Al resistance QTL in a Nipponbare (*temperate japonica*) × Kasalath (*aus*) population (Yokosho et al., 2016). The authors of that study also reported a 1.2‐kb insertion in the promoter of *OsFRDL4,* and demonstrated that a majority of *japonica* varieties tested carried the insertion, while most *indica* varieties did not, and suggested that the insertion was associated with higher levels of *OsFRDL4* expression under Al stress. Yokosho et al. (2016) also concluded that the promoter of *OsFRDL4* responds equally to the ART1 proteins from Nipponbare and Kasalath. In contrast, our RNA‐seq study indicates that the expression of both alleles of *OsFRDL4* is affected by the presence of the different *ART1* alleles from Azucena and IR64, with the Azucena ART1 driving greater up‐regulation than the IR64 ART1. In the Azucena background, *OsFRDL4* carries the 1.2‐kb insertion in the promoter (like Nipponbare), while IR64 does not (like Kasalath), and in both cases, *OsFRDL4* expression was more up‐regulated by the Azucena ART1 allele than by the IR64 ART1 allele. It is possible that other regulatory elements are involved in regulating *OsFRDL4* expression in response to Al. Similarly, Melo et al. (2013) reported that sorghum NILs carrying different alleles of the major Al resistance gene *SbMATE* exhibited only partial transfer of Al resistance, which was closely correlated with a reduction in *SbMATE* expression. The authors suggest that *SbMATE* expression is regulated by multiple elements, with the relative importance of each element depending on genetic context. Our results suggest that this may also be the case for *OsFRDL4* expression in rice. Moreover, these results further illustrate the importance of genetic background, not only when selecting alleles for breeding purposes, but also when assessing gene function at the molecular level.

### 3.7 ART1 *cis* element

The binding site of ART1 was experimentally defined as the short, degenerate sequence motif GGNVS, found in the promoter region of genes described as ART1‐regulated. This motif was further validated for *OsSTAR1*, a known target of ART1, using EMSA (Tsutsui et al., 2011; Yokosho et al., 2011). Our results show that the presence of the *cis* element alone does not provide evidence of ART1 binding, as the short binding site is present in the promoter of almost all predicted rice genes. The very high frequency of the ART1 *cis* element in upstream regulatory regions of rice genes is not unexpected. Because the motif is both very short and very degenerate, it has a high probability of being found by chance. Evidence from the literature suggests that plant *cis* elements defined based on in vitro DNA‐binding studies often contain core binding sites that are short, degenerate, and shared by multiple TFs within a transcription factor gene family (see AtcisDB: http://arabidopsis.med.ohio-state.edu/AtcisDB, and Rombauts et al., 2003). Several mechanisms control TF binding to a *cis* element only in a specific context, including sequence specificity of the TF, combinatorial cooperation between TFs, and chromatin state (Franco‐Zorrilla et al., 2014; Vaahtera & Brosché, 2011; Vandepoele, Quimbaya, Casneuf, De Veylder, & Van de Peer, 2009).

It is worth noting that the list of putative ART1 targets was originally based on genes significantly mis‐regulated in the *art1* mutant background. While this is a common method for defining genes regulated by a specific transcriptional activator, it can overestimate the number of true targets as TFs often regulate other TFs in complex regulatory networks. Because many TFs have low‐abundance transcripts, they frequently fall below standard cutoff values in microarray and RNA‐seq analyses. Thus, some of these genes may be indirectly regulated by ART1 via unidentified transcriptional regulators. Direct binding of the ART1 protein to upstream regulatory regions has only been experimentally demonstrated for *STAR1* (Tsutsui et al., 2011) and *OsFRDL4* (Yokosho et al., 2016). Furthermore, while the *art1* mutant phenotype is clearly severe, it is unclear whether it is a complete loss‐of‐function allele. While our own yeast one‐hybrid work shows that the aberrant *art1* protein encoded by the *art1* mutant does not interact with the *OsSTAR1* promoter, our YFP fusion experiment suggests that the *art1* mutant protein does localize properly to the nucleus and contains at least one DNA‐binding domain. Thus, we cannot rule out the possibility that the *art1* mutant protein disrupts the transcription of non‐native ART1 targets. Nevertheless, data from our RNA‐seq study of natural, functional variants suggests that ART1 has a distinct effect on transcription that is highly dependent on genetic background, and not necessarily all of the mis‐regulated genes are directly regulated by ART1. Future work to validate bona fide ART1 transcriptional targets, including TF network analysis using more in‐depth transcriptome data, will likely improve our functional understanding of ART1 and help to better refine its *cis*‐regulatory element.

### 3.8 *ART1*‐regulated genes and transgressive variation for rice Al resistance

The Azucena (*tropical japonica*) X IR64 (*indica*) mapping population exhibited transgressive segregation for Al resistance (Famoso et al., 2011). This phenomenon can occur when the susceptible parent (in this case the Al‐sensitive *indica* IR64) contributes positive alleles to the transgressive offspring. Using RNA‐seq, we identified a number of genes that responded to Al stress only in the IR64 genetic background, including two genes previously identified as ART1‐regulated by Yamaji et al. (2009): LOC_Os01g53090 and LOC_Os04g41750. The functions of these genes are not known. A BlastP search revealed LOC_Os04g41750 encodes a protein containing two DUF642 domains; DUF642 proteins constitute a highly conserved family of proteins that are associated with the cell wall and are specific to spermatophytes (Vázquez‐Lobo et al., 2012). Two Arabidopsis DUF642 proteins were recently shown to regulate the activity of pectin methyl‐esterase during seed germination (Zúñiga‐Sánchez, Soriano, Martínez‐Barajas, Orozco‐Segovia, & Gamboa‐deBuen, 2014). The cell wall plays an important role in rice Al resistance, but the exact mechanism(s) are far from understood. Therefore, the molecular function of LOC_Os04g41750 is worthy of further investigation.

### 3.9 ART1 function beyond Al resistance?

While a majority of genes differentially expressed between each NIL and its parent under control conditions was localized to the chromosomal introgression, a small number of them were distributed on other chromosomes. Therefore, the possibility that ART1 also regulates gene expression in the absence of Al cannot be discarded. It is important to note that expression of *ART1* itself is constitutive and is not up‐regulated by Al (Figure 2c); the signaling mechanism that activates ART1 binding to the promoter of Al‐responsive genes in response to Al stress has not been elucidated. In addition, it is also possible that ART1 could have additional functions beyond Al resistance. In fact, *SENSITIVE TO PROTON RHIZOTOXICITY 1* (*STOP1*), the homolog of *ART1* in *Arabidopsis thaliana*, was recently implicated as a critical checkpoint in the root developmental response to phosphate starvation (Mora‐Macías et al., 2017). STOP1 also regulates low pH and Al stress responses in Arabidopsis (Iuchi et al., 2007); therefore, the authors suggest that STOP1 is likely to orchestrate root responses to multiple environmental stresses. The *art1* mutant did not show decreased root elongation when exposed to cadmium, lanthanum, zinc, or copper (Yamaji et al., 2009); however, it was not phenotyped under stresses that commonly occur together with Al as part of the acid soil syndrome, such as phosphate deficiency and iron toxicity. Plants are more likely to have evolved regulatory mechanisms that respond to multiple environmental stresses that are frequently found together in nature (Maron, Piñeros, Kochian, & McCouch, 2016). Phenotyping of the reciprocal NILs carrying the *ART1* alleles from *indica* and *japonica*, as well as the *art1* mutant, under other abiotic stresses that co‐occur in acid soils will shed light into the possible functions of ART1 beyond Al resistance. It will also deepen our understanding of how a TF such as ART1 can mediate quantitative forms of stress resistance, via transcriptional regulation of an orchestra of downstream genes, each with its own potential for variation that contributes to the fine‐tuning of plant response to stress.

## 4 MATERIALS AND METHODS

### 4.1 Plant materials and plant growth conditions

Seeds of the Al‐resistant rice variety Azucena (*Oryza sativa* ssp. *tropical japonica*), of the Al‐sensitive variety IR64 (*Oryza sativa* ssp. *indica*), the recombinant inbred lines RIL‐241, and RIL‐48 were originally obtained from the Institut de recherche pour le développement (IRD, Montpellier, France) but have been amplified in the Guterman Greenhouse at Cornell University. Experiments in hydroponic nutrient solutions under control (0 μm Al^3+^ activity), and Al stress (80 or 160 μm of Al^3+^ activity) were conducted according to Famoso et al. (2010).

### 4.2 Phenotyping for Al resistance

Al resistance was phenotyped as described by Famoso et al. (2010). Individual root seedling digital images were obtained to quantify total root growth (TRG) values according to Clark et al. (2013) using the software RootReader2D (www.plantmineralnutrition.net/rr2d.php). Total root growth (TRG) values from each genotype grown under control and Al stress conditions were used to estimate relative root growth (RRG) indices as described (Famoso et al., 2010). RRG values were used for further statistical analysis.

### 4.3 Genotyping

For PCR analysis total DNA was extracted from fresh leaf tissue using the Extract‐N‐Amp™ Plant Kit according to the manufacturer's instructions (Sigma‐Aldrich, www.sigmaaldrich.com/). Plants were genotyped using InDel and SNP markers based on competitive allele‐specific PCR KASP™ chemistry assays (LGC, www.lgcgroup.com/). InDel and KASP™ SNP primers were identified and designed according to Imai et al. (2013) (Table S2). InDel PCR was performed using 20 ng of DNA as template and amplified using GoTaq^®^ Green Master Mix (Promega, www.promega.com/). Conditions for amplification and visualization of InDel markers are described in Arbelaez et al. (2015). For the KASP™ markers, 10 ng of DNA was used as template and the KASP™ Assay/Master mixes (LGC, www.lgcgroup.com/) were used to amplify the KASP™ PCR products. PCR conditions and graphical viewing of genotyped KASP™ markers were carried out as described by Imai et al. (2013). Samples were genotyped using the 6K Infinium array (Illumina, www.illumina.com/). DNA was extracted using a modified CTAB protocol described by Imai et al. (2013). The 6K Infinium arrays were performed as described by Arbelaez et al. (2015).

### 4.4 Quantitative real‐time PCR (RT‐qPCR)

Total RNA was isolated using the QIAGEN RNeasy Mini Kit according to the manufacturer's instructions (https://www.qiagen.com). In‐column digestion of genomic DNA was performed using the QIAGEN RNase‐Free DNase set according to the manufacturer's instructions. Single‐stranded cDNA was synthesized from total RNA using the High Capacity RNA‐to‐cDNA Kit (Applied Biosystems) according to the manufacturer's instructions. Quantitative real‐time PCR was performed employing the relative standard curve method using Power SybrGreen Mastermix (Applied Biosystems). Gene expression was normalized against three endogenous controls. Primers used were as follows. *ART1*: 5′‐CCAGCCGCTGAAGACGAT‐3′ and 5′‐GCAGTGGCTCCGCTTGTAGT‐3′; LOC_Os01g53090: 5′‐CGTGAACAGCCTCTTCGAG‐3′ and 5′‐CCATCTCCCATGTCTTGATCG‐3′; LOC_Os04g41750: 5′‐ACTCGTTCGCCATCAAGAC‐3′ and 5′‐AGTAGTCGTCCTCGTCCATC‐3′. Endogenous control genes: HNR, 5′‐TAAGGTCGGTATCGCCAATC‐3′ and 5′‐GGCAGGTTCTGCAGTGGTAT‐3′; Tip41, 5′‐CGCTCCAGCTCTTTGAAGATAAA‐3′ and 5′‐ACTCTCCCCAAAAACCATCTCA‐3′; 18S, 5′‐GACTACGTCCCTGCCCTTTG‐3′ and 5′‐TCACCGGACCATTCAATCG‐3′. Three technical replicates were averaged per sample per each assay. RNA from six independent biological replicates was used to measure *ART1* expression and confirm that there are no significant differences in expression between genotypes and/or treatments. One biological replicate was used to confirm LOC_Os01g53090 and LOC_Os04g41750 in NILs and parents, and to determine expression levels in the RILs.

### 4.5 Subcellular localization of ART1:YFP protein fusions

In order to determine the cellular localization of the aberrant protein generated by the *art1* mutant, we re‐created the mutation in vitro. This clone was also used to generate the yeast one‐hybrid construct. To generate the mutant protein, we used the reference genome sequence to identify the new stop codon in the frameshifted protein, which extended into the 3′UTR of the *ART1* locus. We then used a series of long oligos to add the required nucleotides to the previously cloned Nipponbare allele, followed by USER‐based cloning to introduce the 1‐bp deletion (http://www.cbs.dtu.dk/services/PHUSER/).

ART1‐YFP constructs were made in pGREEN under the control of a 35S promoter. Constructs were infiltrated into 3‐ to 5‐week‐old *N. benthamiana*. After allowing 2 to 4 days for the protein to express, leaf disks were cut from tissue adjacent to the infiltration site and used for confocal microscopy. Confocal images were collected on a Leica TCS‐SP5 confocal microscope (Leica Microsystems, Exton, PA) using a 63× water immersion objective. The YFP fusion protein was visualized by excitation with an argon ion laser (512 nm), and emitted light was collected between 525 and 575 nm. Chloroplasts were excited with the blue argon laser (488 nm), and emitted light was collected from 680 to 700 nm. The YFP and chloroplast fluorescence were collected on separate channels and superimposed with a bright field image collected simultaneously with the fluorescence images. Images were processed using Leica LAS‐AF software (version 2.6.0).

### 4.6 Yeast one‐hybrid experiments

A fragment of the *STAR1* promoter along with the five *ART1* alleles was cloned into pENTR D‐TOPO (ThermoFisher, www.thermofisher.com). The *STAR1* promoter fragment (164 bp) was selected according to Yamaji et al. (2009) who showed that this fragment contains an ART1 binding site. Clone identity was confirmed by Sanger sequencing, and the pENTR‐*STAR1p* construct was subcloned into pLacZi‐GW (Pruneda‐Paz et al., 2014) by LR recombination, according to the manufacturer's instructions (ThermoFisher). Bait strains were generated by homologous recombination of pLacZi‐STAR1p into the yeast strain YM4271 according to the manufacturer's protocol (Clontech, www.clontech.com). Integration was verified by PCR. The prey vectors were generated by LR recombination of the pENTR‐ART1 constructs into the yeast one‐hybrid compatible plasmid pDEST22, which fuses the GAL4 activation domain to the N‐terminus of the transcription factor. The bait strain was then transformed using the lithium acetate method (Gietz & Schiestl, 2007) with each of the five different pDEST22‐ART1 constructs, and assayed for beta‐galactosidase reporter gene activity using the liquid ONPG method described in the Clontech yeast protocol handbook (Clontech). Ten independent yeast colonies were screened for each allele. Student t tests assuming unequal variance (and α = 0.05) were performed to determine significant differences in DNA‐binding affinity.

### 4.7 RNA‐seq experiment and analysis

Plants were germinated in the dark in moist paper rolls for 3–4 days, and then, 40 uniform seedlings per genotype were grown in control nutrient solution for five days. Subsequently, 20 seedlings per genotype were transferred into a hydroponic solution with 80 μm of Al^3+^ activity for 4 hr before total root tissue was harvested for RNA extraction. Four independent biological replicates were performed, for a total of 32 samples (4 genotypes × 2 treatments × 4 biological replicates). Total RNA was isolated from root tissue using the QIAGEN RNeasy Mini Kit according to the manufacturer's instructions (www.qiagen.com). Strand‐specific RNA‐seq libraries (ssRNA‐seq) were constructed by Polar Genomics, as described by Pombo et al. (2014) and Zhong et al. (2011) (http://polargenomics.com/). Bar‐coded libraries were multiplexed by 16× for a total of 32 samples, and sequenced in two lanes of an Illumina Hiseq2000 using the single‐end reads mode (Pombo et al., 2014). Raw RNA‐seq reads were processed to remove adaptor and low‐quality sequences using Trimmomatic (Bolger, Lohse, & Usadel, 2014). RNA‐seq reads longer than 40 bp were kept. Reads were aligned to a ribosomal RNA database (Quast et al., 2013) using Bowtie (Langmead, Trapnell, Pop, & Salzberg, 2009) and matches were discarded. The resulting, high‐quality reads were aligned to the MSUv7.0 rice genome annotation (Kawahara et al., 2013) using HISAT (Kim, Langmead, & Salzberg, 2015). Following alignments, raw counts for each rice gene were derived and normalized to reads per kilobase of exon model per million mapped reads (RPKM).

### 4.8 Differential expression analysis

Differentially expressed (DE) genes were identified using the DESeq2 package (Love, Huber, & Anders, 2014), https://bioconductor.org/packages/release/bioc/html/DESeq2.html). Independent filtering to remove low expression genes previous to DESeq2 analysis was performed by eliminating genes that across all samples their total sum counts is below the threshold estimated as: *overall normalized mean counts*/*number of samples to be analyzed* (Bourgon, Gentleman, & Huber, 2010).

Differentially expressed genes (DEGs) were selected according to the following post hoc criteria: (i) twofold or greater change in transcript abundance, up or down, measured in log2 fold‐change ratio (log_2_FC ≥1, or ≤−1); (ii) *p* value of ≤.05, corrected for multiple testing using a false discovery rate (FDR) criteria (Benjamini & Hochberg, 1995); and (iii) minimum of eight normalized, log‐transformed counts in at least one sample (Worley et al., 2016). Regularized log‐transformed counts (Love et al., 2014) estimated from DESeq2 using the true experimental design option (blind = TRUE; which accounts for different library sizes and stabilizes the variance among counts) were used to generate heat maps and for principal component analysis (PCA). For PCA, the variance across all samples for normalized, log‐transformed counts was estimated using the “rowVars” function in R (https://cran.r-project.org/). Genes were ranked from the most to the least variance and the 500 genes with the highest variance across all samples were used to calculate principal components using the function “prcomp” in R (https://cran.r-project.org/), as described in Love et al. (2014). Heat maps were generated in R using the package “gplots” (http://cran.stat.nus.edu.sg/web/packages/gplots/gplots.pdf) and the function “heat map.2″. Principal component analysis (PCA) was carried out using the regularized logarithm‐transformed counts from DESeq2. The control samples NIL AZU_IR6412.1_ rep 3, IR64 rep 4, and NIL‐IR64_AZU12.1_ rep 1, as well as Al‐treated samples NIL‐AZU_IR6412.1_ rep 3, IR64 rep 3, and NIL‐IR64_AZU12.1_ rep 1, did not group near their respective genotype/treatment samples in the PCA analysis, and therefore were removed from the PCA shown in Fig. S3. Nevertheless, all biological replicates were used for differential gene expression analysis. GO enrichment analysis was performed using Plant MetGenMAP (http://bioinfo.bti.cornell.edu/cgi-bin/MetGenMAP/home.cgi). We applied an FDR‐corrected *p* value cutoff of .01.

## AUTHOR CONTRIBUTIONS

JDA, LGM, AF, TOJ, ARR, MAP, and NS performed experiments; LGM, JDA, AF, QM, and ZF analyzed data; LGM, JDA, and SRM wrote the manuscript; SRM, AF, JDA, LGM, and LVK conceived the project.

## ACCESSION NUMBERS

Sequences of the *ART1* alleles for Azucena, IR64, Nipponbare, and Kasalath were submitted to GenBank (accession numbers MF093140–MF093143).

Illumina RNA‐seq reads were submitted to Gene Expression Omnibus (GEO; www.ncbi.nlm.nih.gov/geo/info/seq.html) at the National Center for Biotechnology Information (NCBI; www.ncbi.nlm.nih.gov/) under the accession number GSE89494.

The de novo IR64 genome assembly is available at http://schatzlab.cshl.edu/data/ir64/.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: ALUMINUM RESISTANCE TRANSCRIPTION FACTOR 1 (ART1) contributes to natural variation in aluminum resistance in diverse genetic backgrounds of rice (O. sativa)
**Source:** Plant Direct. 2017 Oct 16;1(4):e00014. doi: 10.1002/pld3.14
**Supplement:** Supplementary file 1

**Supplemental Figure S1: Fine-mapping of the Al resistance QTL *Alt12.1*.** Individual rice lines were clustered into genotypic groups according to their recombination breakpoints. The ‘informative marker’ column indicates the markers used to define recombination breakpoints. The ‘genotypic class’ column shows the nomenclature of each recombinant haplotype group; ‘RRG mean’ shows Al resistance phenotypic performance defined as the mean relative root growth (RRG) for each genotypic class. The ‘number of families’ column indicates the number of F_3_ lines that contributed F_4_ offspring in each genotypic class. The ‘N’ column shows the total number of F_4_ plants phenotyped in each genotypic class. The ‘T-K HSD’ column indicates genotypic classes showing significant phenotypic differences based on Tukey’s pairwise comparisons (*p* < 0.05).

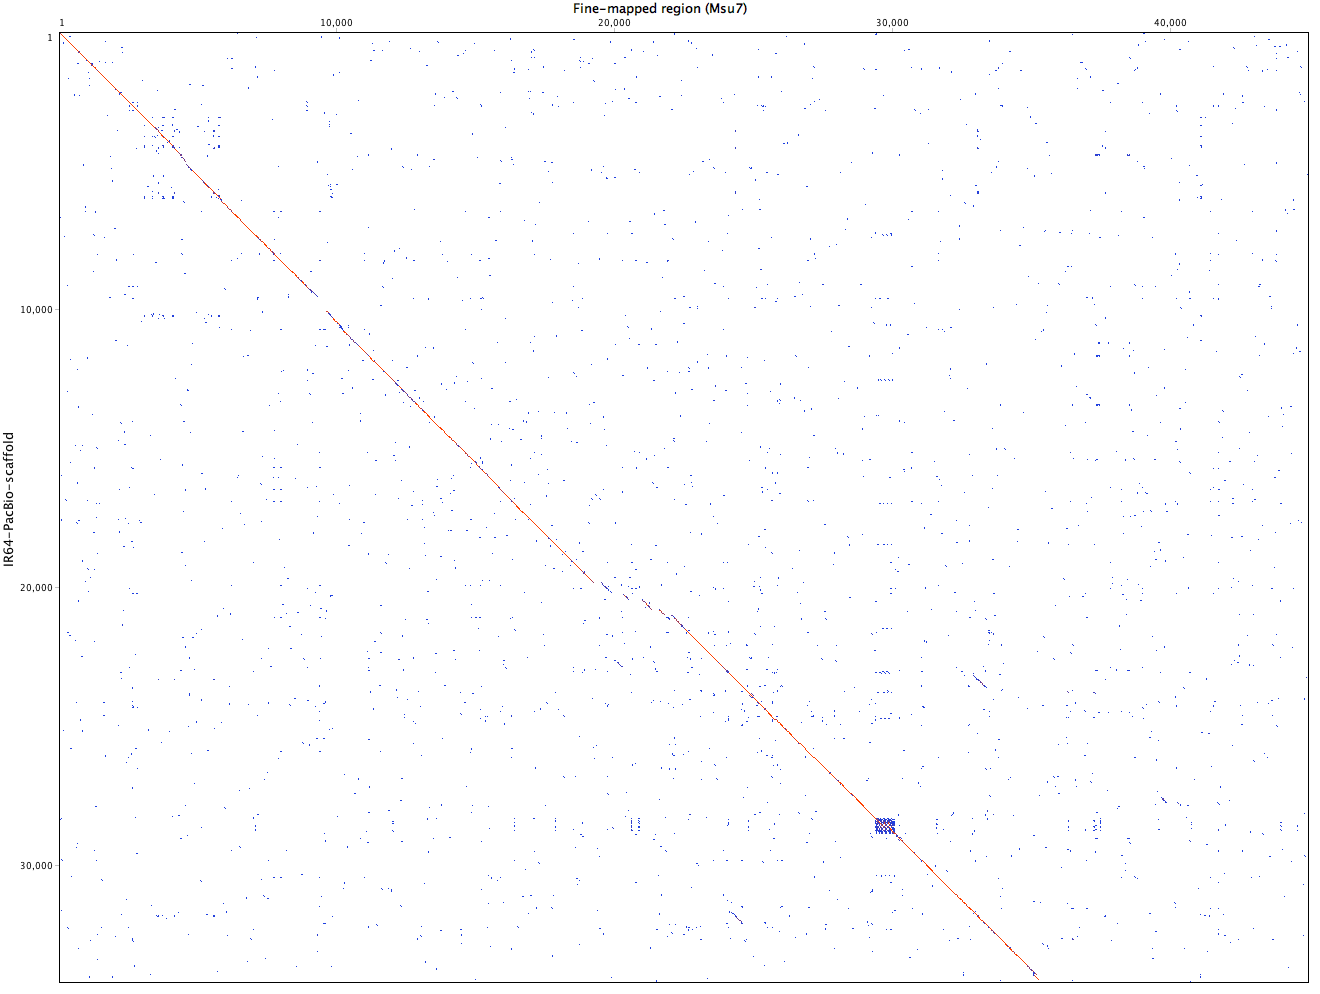

**Supplemental Figure S2: Alignment of the QTL *Alt12.1* fine-mapped region (Nipponbare reference genome) to IR64 (PacBio assembly).** The dot-plot shows a graphical representation of the similarity between two sequences. The long diagonal line indicates regions where the two sequences have substantial similarity. Breaks in the diagonal line indicates insertions or deletions. Parallel diagonal lines indicate repeats. Sequences were aligned using MAFFT (<http://mafft.cbrc.jp/alignment/software)>. Dot-plot was built using the EMBOSS tool *dottup* (<http://emboss.sourceforge.net/apps/release/6.5/emboss/apps/dottup.html)>.

**Supplemental Figure S3: Principal component analysis (PCA) of gene expression profiles**. (**A)** PCA on normalized RNA-Seq counts of Azucena and AZU_[IR6412.1]_ samples under control (0 μM Al^3+^ activity) and Al stress conditions (80 μM Al^3+^ activity) for 4 hours. Azu.CK: Azucena control samples (dark blue squares); AZU_[IR64]_.CK: NIL AZU_[IR6412.1]_ control samples (light red diamonds). Azu.Al: Azucena stress samples (dark blue circles); AZU_[IR64]_. Al: NIL AZU_[IR6412.1]_ stress samples (light red triangles). (**B**) PCA on normalized RNA-Seq counts of IR64 and IR64_[AZU12.1]_ samples under control (0 μM Al^3+^ activity) and Al stress conditions (80 μM Al^3+^ activity) for 4 hours. IR64.CK: Azucena control samples (dark red squares); IR64_[AZU]_.CK: NIL IR64_[AZU12.1]_ control samples (light blue diamonds). IR64.Al: IR64 stress samples (dark red circles); IR64_[AZU]_. Al: NIL IR64_[AZU12.1]_ stress samples (light blue triangles).

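The RNA-seq libraries were made from roots of Azucena, AZU_[IR6412.1]_, IR64 and IR64_[AZU12.1]_, each with and without Al, with 4 biological replicates per genotype and treatment and 32 libraries in all. The paper states that 6 libraries that did not group with their replicates were removed from the PCA shown, which leaves 26 libraries, with 3 per genotype and treatment in 6 of the 8 groups. The paper's Table S3 gives, for each library, the raw reads, the reads left after the removal of adaptors, low-quality sequences and ribosomal RNA, and the reads that mapped to a unique place. Summed here over the table, 360195083 reads mapped uniquely, from 7951241 to 18070433 per library with a median of 11440501. These sums and medians include the libraries removed from the PCA. By genotype and treatment, the median was 11575777 reads in the Azucena control and 10888622 in Azucena with Al. In AZU_[IR6412.1]_ it was 11631962 without Al and 12290363 with Al. IR64 had a median of 8997906 reads without Al and 12151684 with Al, and IR64_[AZU12.1]_ had 9629571 without Al and 11400220 with Al. The values per gene behind the PCA were not analysed here, so the components were not recomputed.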

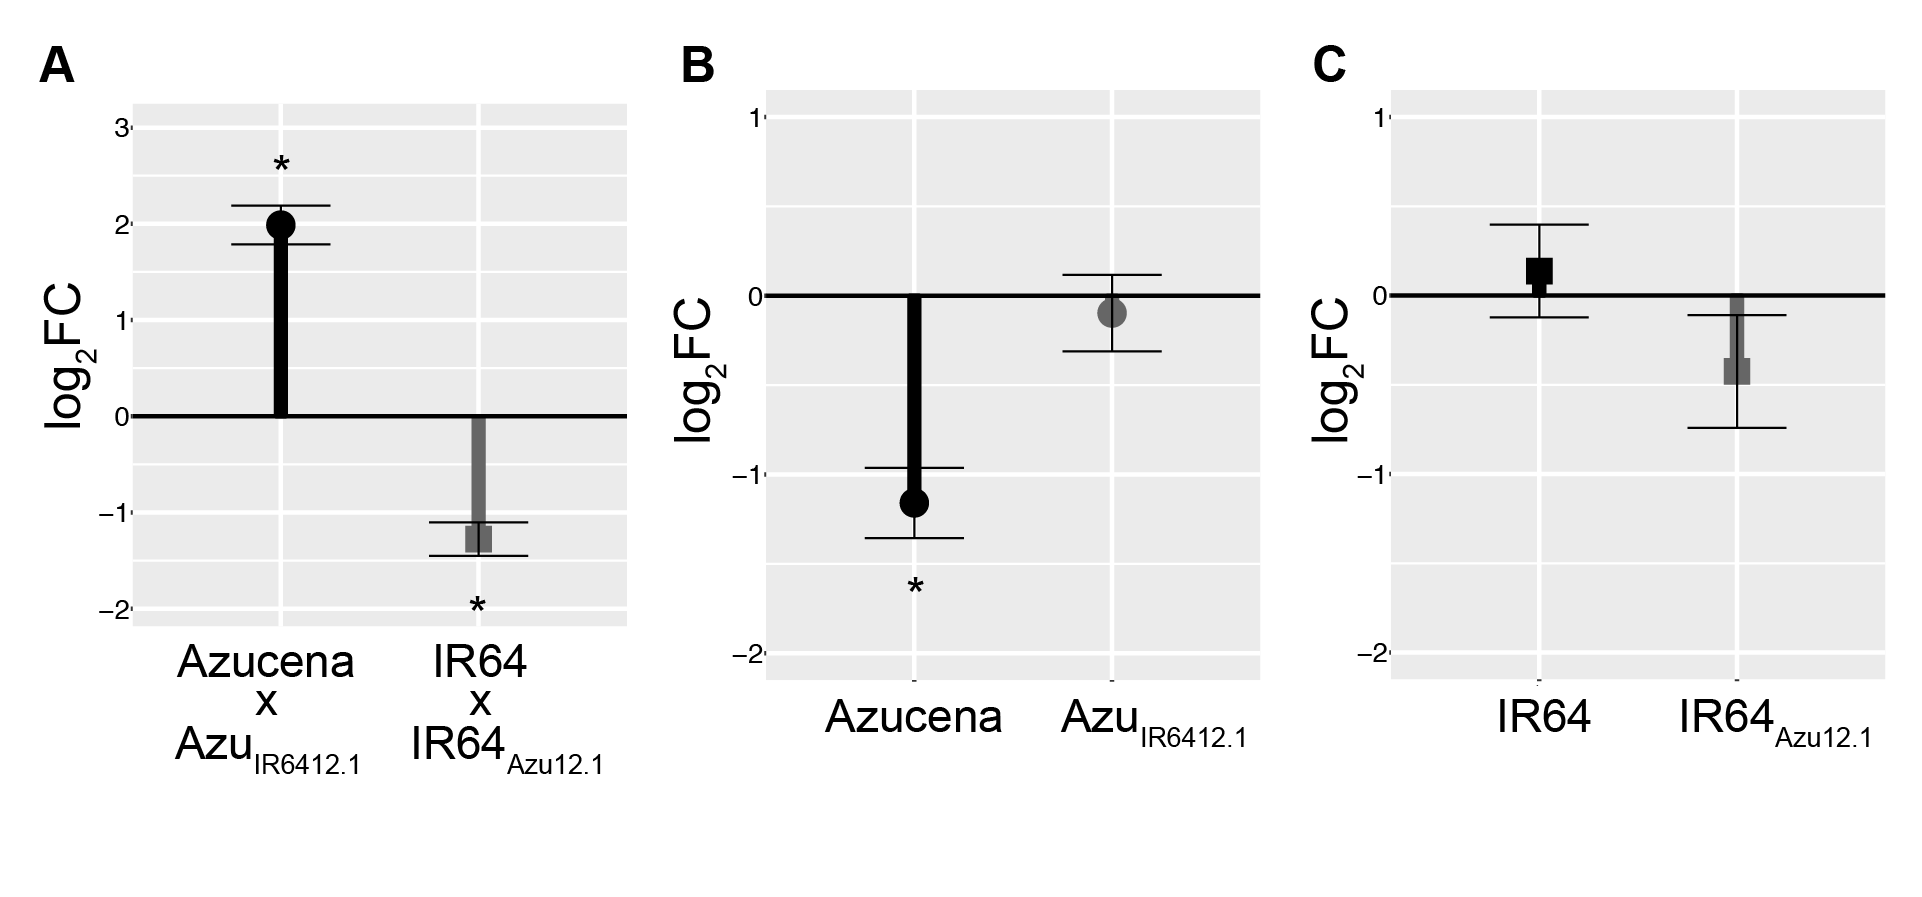
**Supplemental Figure S4: Differential expression of LOC_Os12g07340, located within the *Alt12.1* fine-mapped region, based on RNA-seq. (A)** LOC_Os12g07340 expression in each NIL *versus* its recurrent parent under control conditions (log_2_Fold-Change). **(B)** and **(C)**: RNAseq-based expression pattern for LOC**_**Os12g07340 in response to Al (log_2_Fold-Change) in each genotype, in **(B)** Azucena and **(C)** IR64 genetic backgrounds. An asterisk indicates statistically significant differential expression (*p* < 0.05).

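The asterisks and bars of Supplemental Figure S4 rest on the authors' comparison of RNA-seq counts between groups of libraries, and their list of genes that differ between each NIL and its recurrent parent is in File S2. No expression value was computed here. In that list, the paper's reported log2 fold change of LOC_Os12g07340 under control conditions is 1.99 for Azucena over AZU_[IR6412.1]_ and -1.28 for IR64 over IR64_[AZU12.1]_, so that in both comparisons the line with the Azucena segment has the higher value. Joined to the annotation, LOC_Os12g07340 is 1 of 4 loci that appear in both control lists, and all 4 have the same parental allele on the higher side in both. That allele is the Azucena allele for 3 of them and the IR64 allele for LOC_Os12g04300. The 3 loci other than LOC_Os12g07340 lie to the left of the printed AZU_[IR6412.1]_ segment. In the AZU_[IR6412.1]_ list, 19 of the 22 loci inside the introgressed segment are higher in Azucena. Reads of IR64 alleles may map less often to the Nipponbare reference, which would give the same direction. The locus has 1 gene model of 1792 bp. Its nearest neighbour upstream, LOC_Os12g07310, ends 6316 bp away by the annotation, and the gap to LOC_Os12g07350 downstream is 6201 bp, so its 2-kb upstream window contains no other annotated locus.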

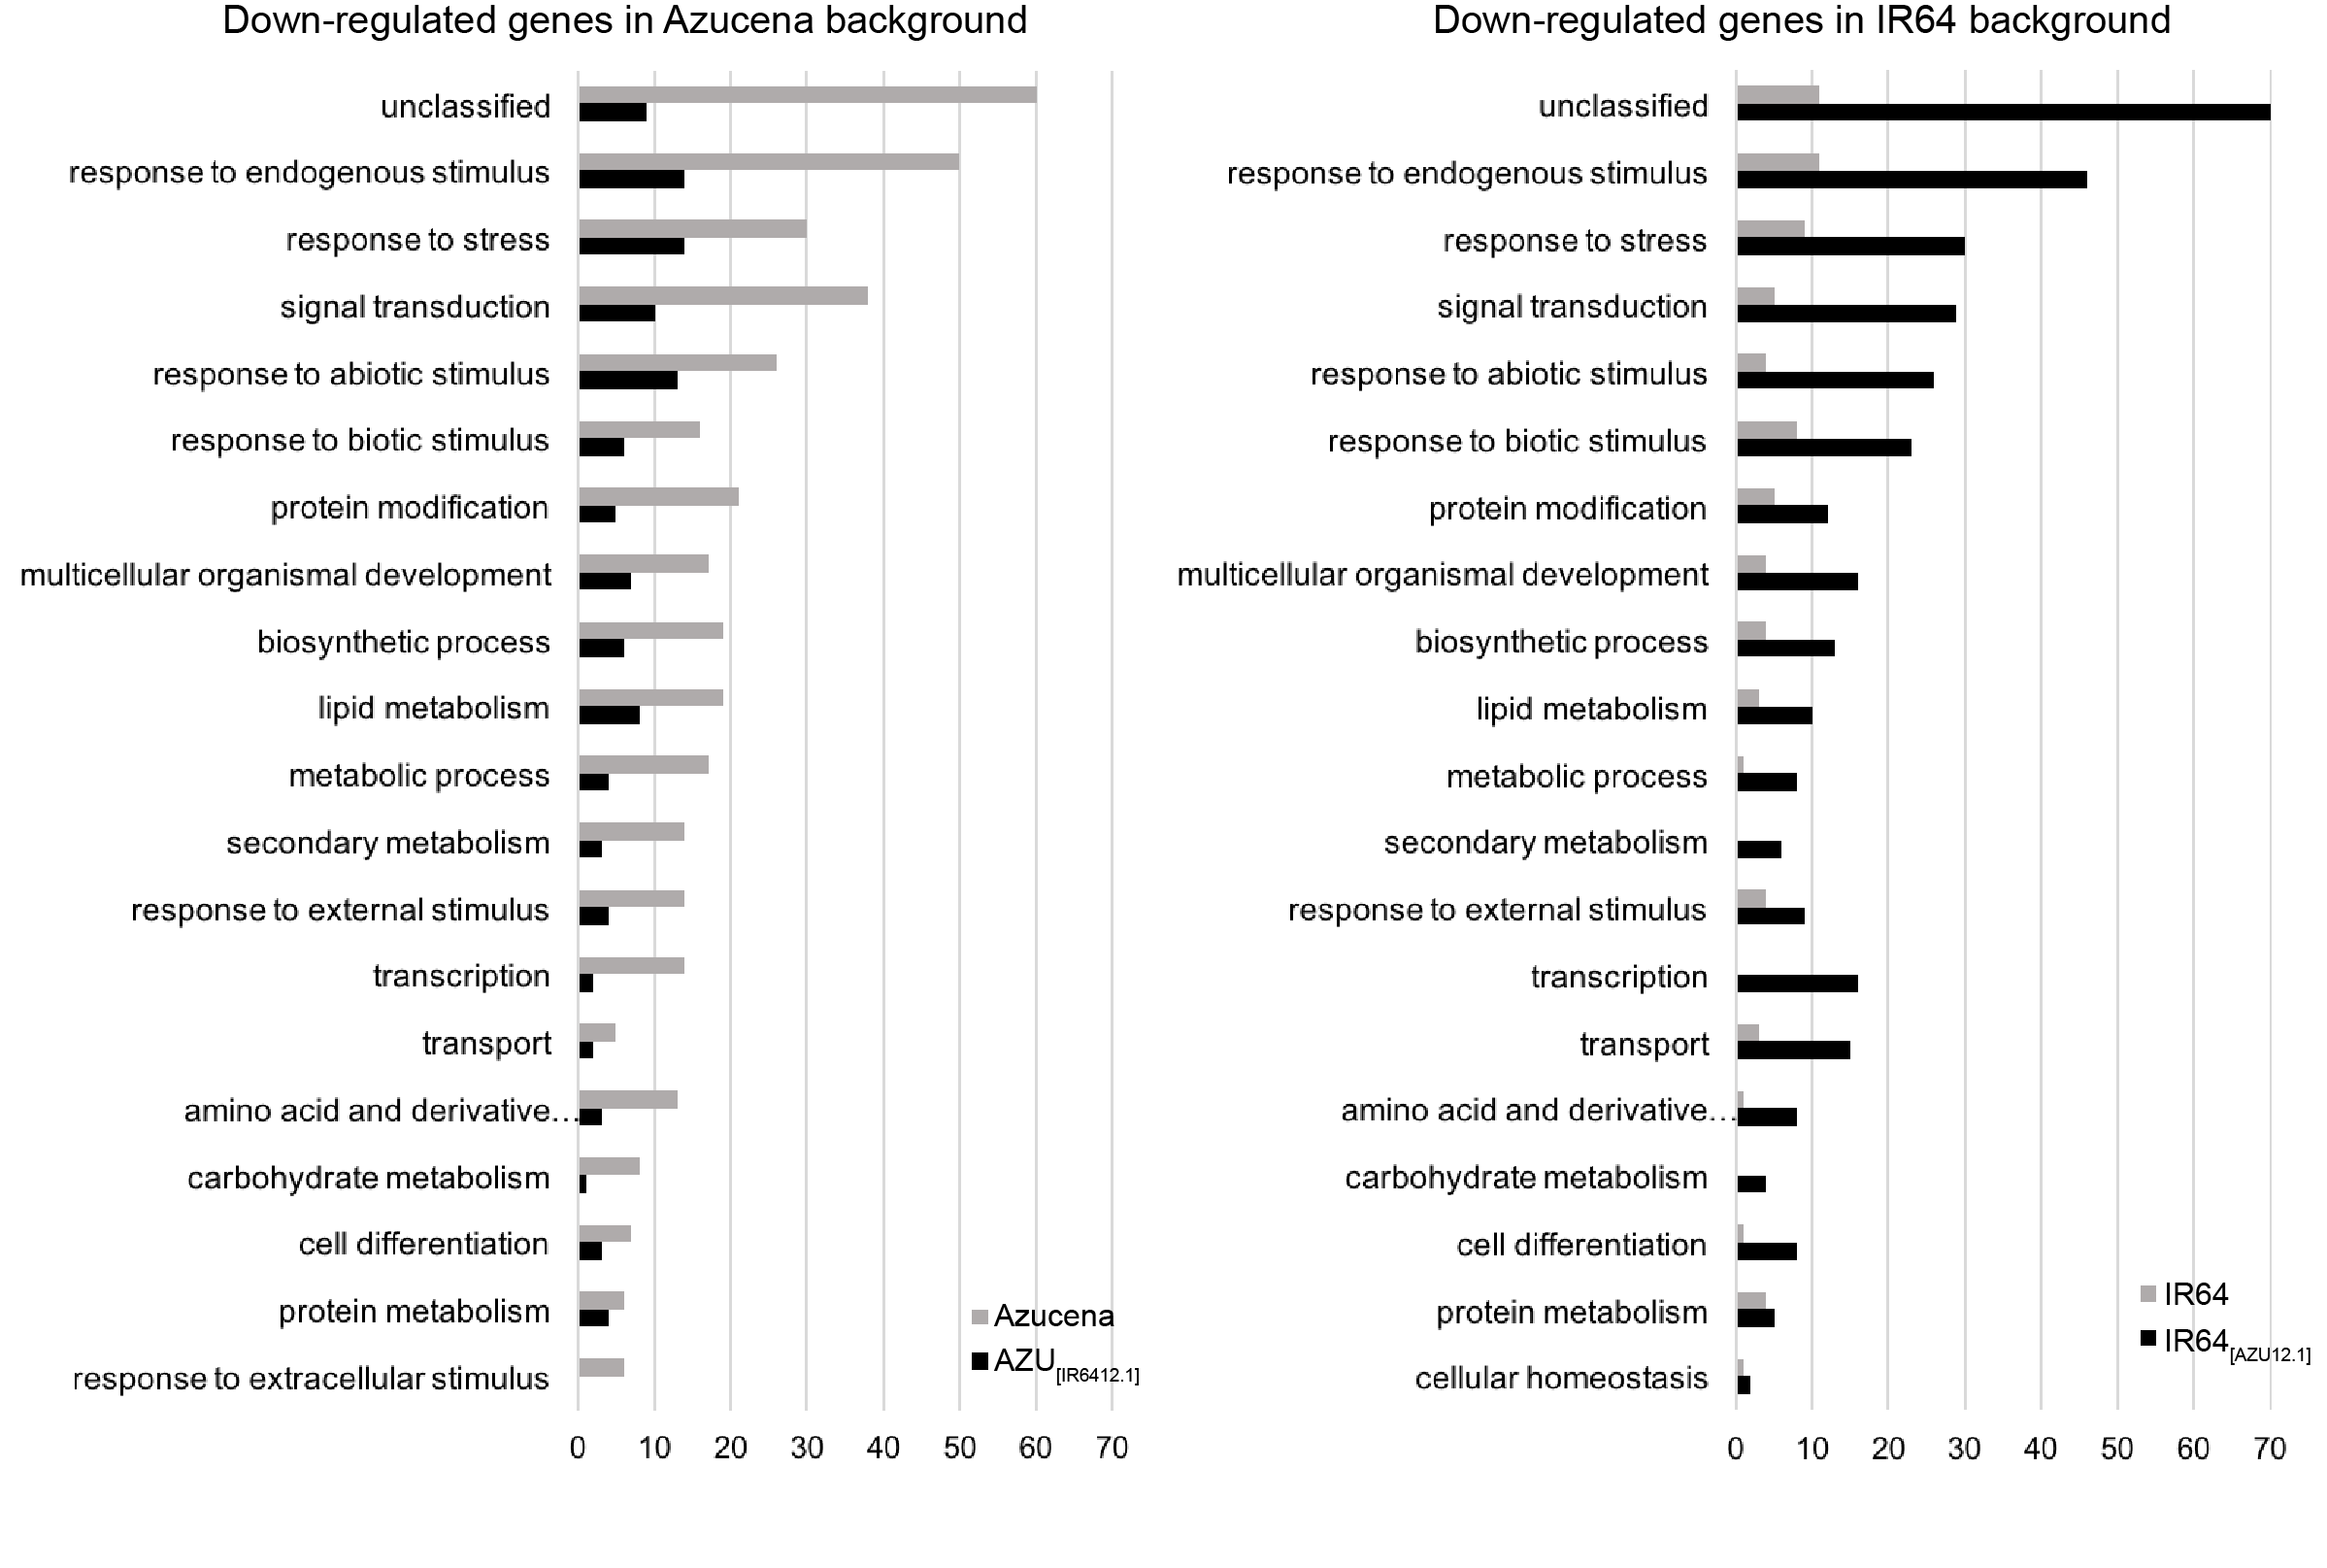

**Supplemental Figure S5:** **GO analysis of down-regulated genes in response to Al in Azucena (left) and IR64 (right) backgrounds.** The histograms display the number of differentially-regulated genes in each GO Process category.

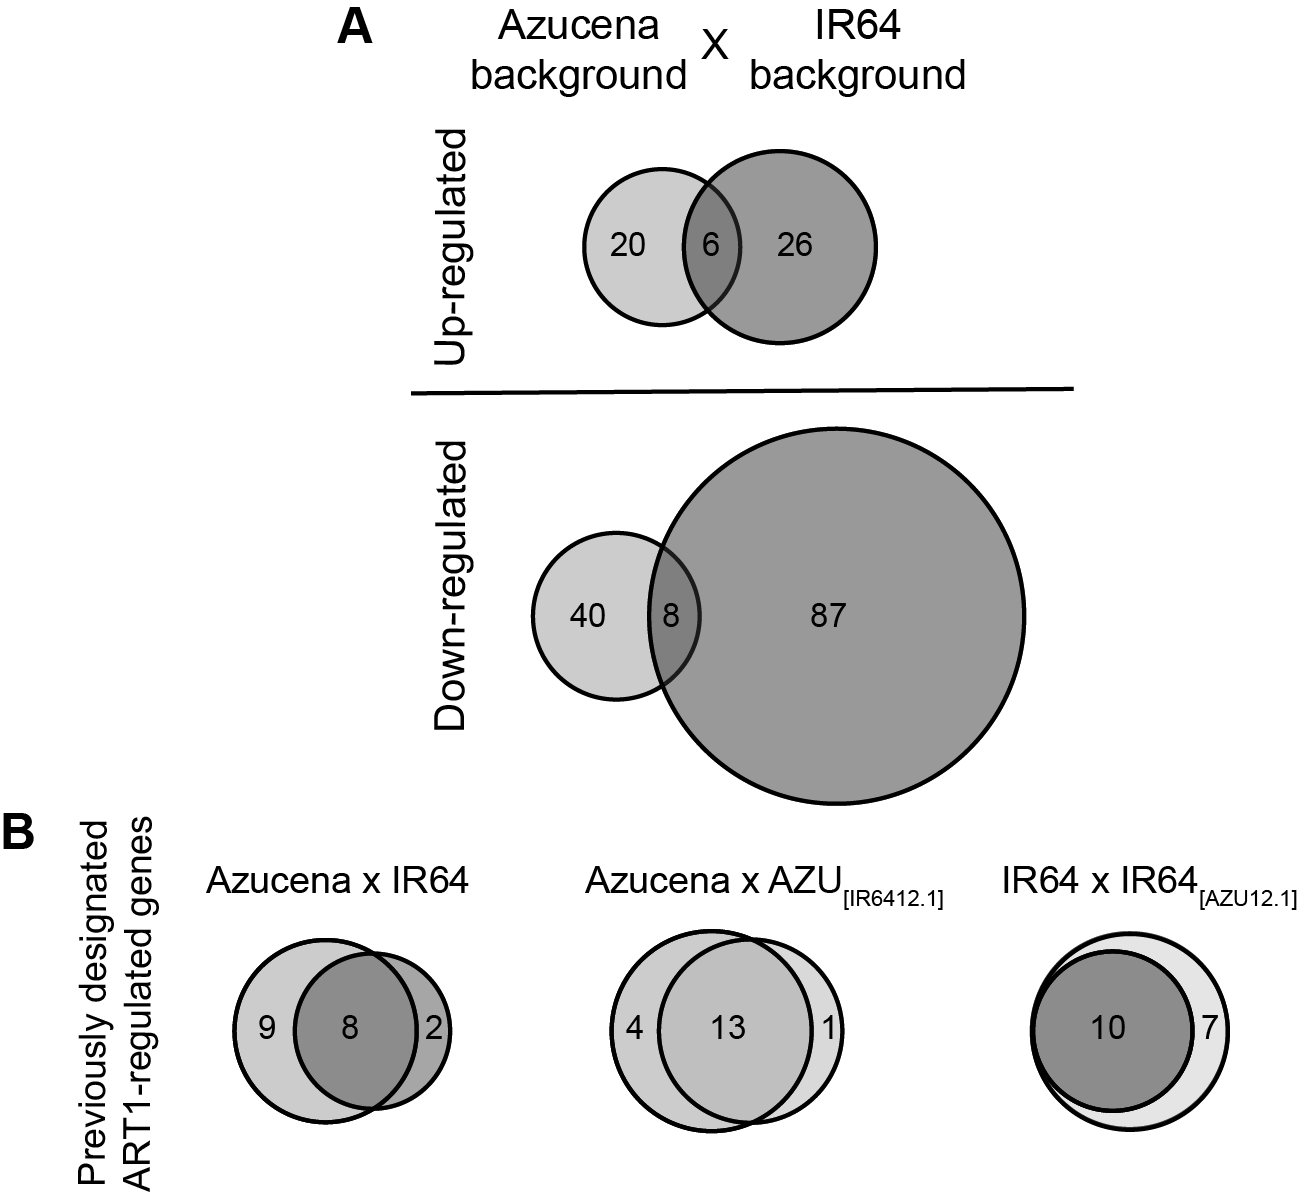

**Supplemental Figure S6:** The presence of the *ART1* allele from Azucena may not affect the same set of genes in *indica* and *japonica* backgrounds. **(A)** Venn diagram showing the overlap between the genes displayed at the top of the heat maps in Figure 6, in other words, the genes that respond more strongly to the *ART1* allele from Azucena. **(B)** Venn diagrams showing the presence of genes previously designated as ART1-regulated by Yamaji et al (2009) in our study.

**Supplemental Figure S7: *OsFRDL4* expression is affected by the different ART1 alleles i
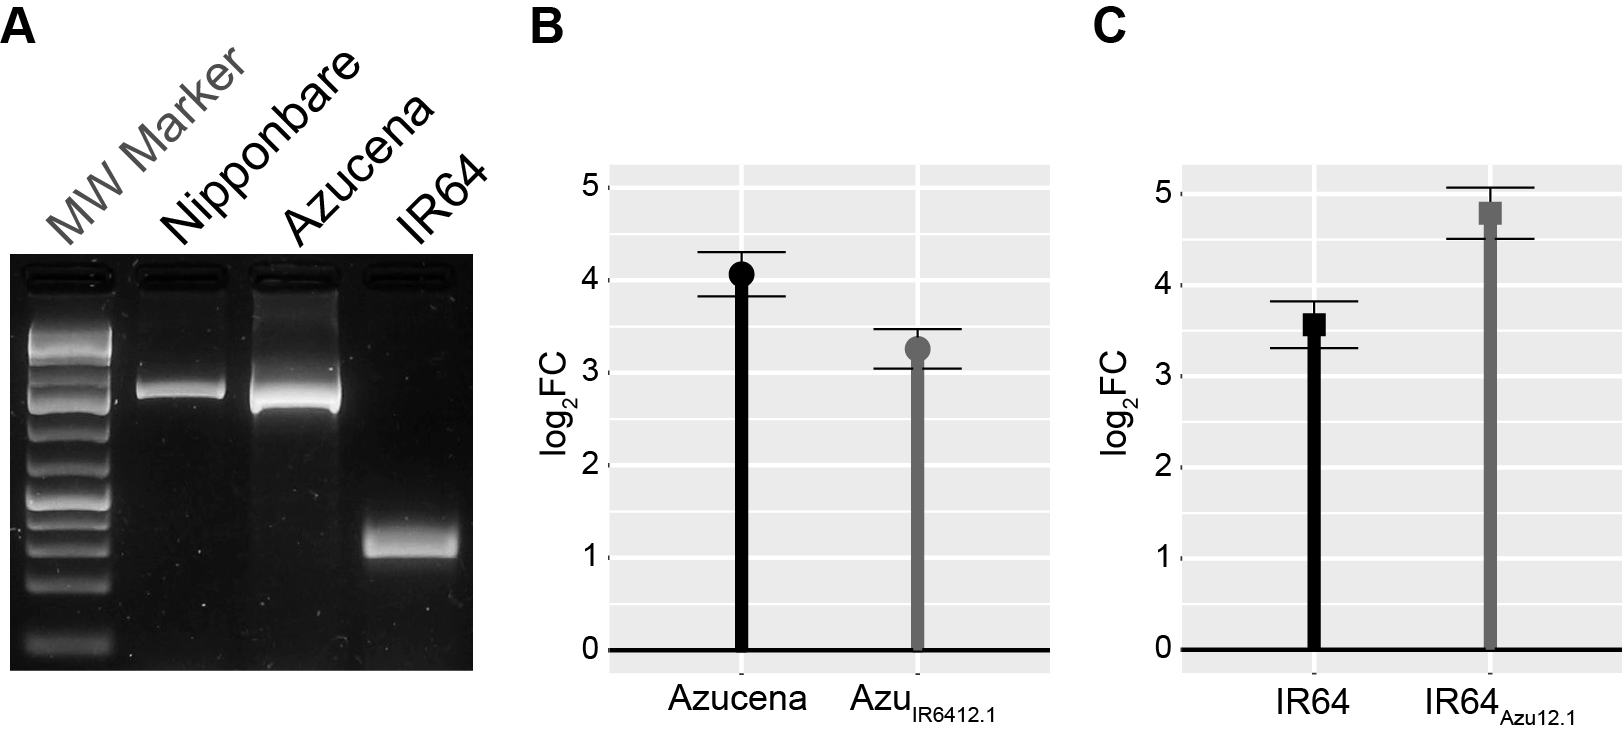
n Azucena and IR64 genetic backgrounds. (A)** PCR amplification of the *OsFRDL4* promoter region with primers flanking the 1.2-Kb insertion. The insertion is present in Nipponbare and Azucena, and absent in IR64. RNAseq-based expression pattern for *OsFRDL4* in response to Al (log_2_Fold-Change) in **(B)** Azucena and **(C)** IR64 genetic backgrounds.

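*OsFRDL4* is LOC_Os01g69010 in the deposited annotation, on the plus strand of chromosome 1 of MSUv.7 from 40093713 to 40096983, and is described as a MATE efflux protein. The nearest annotated locus upstream is LOC_Os01g69000, at a distance of 7963 bp. The 2-kb window upstream of the gene model, from 40091713 to 40093712, therefore contains no other annotated locus. MSUv.7 is the Nipponbare genome, so these positions are those of a variety that carries the insertion according to panel A. Primers on both sides of an insertion give a longer PCR product from an allele that carries it than from an allele that does not. The position of the insertion itself was not analysed here.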

**Supplemental Figure S8: Occurrence of ART1 predicted binding sites in putative regulatory regions of rice genes.** Distribution of the sequence motifs **(A)** “GGNVS” and **(B)** “GGYMS” in the putative regulatory regions (2 Kb upstream of start codon) of all rice gene models. There are 55,986 predicted loci in the rice genome (Nipponbare reference genome, MSUv.7), unmapped loci were excluded from the analysis (total used: 55,554). Mapping of motifs was performed using MotifMapper (Berendzen *et al.*, 2012). Only motifs in the forward orientation were counted.

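The annotation places 96 loci on ChrUn and 89 on ChrSy, which are collections of sequences not assigned to a chromosome, or 185 loci together. The other 55801 loci lie on the 12 chromosomes. Chromosome 1 holds the most, 6529, and chromosome 9 the fewest, 3407. The share of loci marked as TEs runs from 21.2% on chromosome 3 to 39.3% on chromosome 12, where *ART1* is located.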

Number of cis elements

Number of cis elements

**Methods S1. Developing of *Alt12*.*1* reciprocal near isogenic lines (NILs)**

IR64 and Azucena were used as recurrent parents for the development of the reciprocal NILs. Two lines from the IR64 x Azucena RIL mapping-population, RIL-48*,* and RIL-241, were selected as donor parents. The genetic composition of each donor RIL is 62.83% and 35.73% of IR64, 37.17% and 64.27% of Azucena respectively. RIL-48 was used as Azucena alleles donor for the *Alt12.1* locus for crossing into the IR64 recipient background, and RIL-241 was used as donor of *Alt12.1* IR64 alleles for crossing into the Azucena background.

A marker-assisted backcrossing (MABC) strategy using the indels ‘*indel_3.18*’, ‘*indel_ART1*’, and ‘*indel_3.62*’ (Supplemental Table S2) was conducted to develop each reciprocal NIL. For genotyping, total DNA was extracted from fresh leaf tissue using the Extract-N-Amp™ Plant Kit (Sigma-Aldrich, <http://www.sigmaaldrich.com/>). InDel primers were identified and designed according to Imai et al. (2013). Amplification and visualization of InDel markers were performed as described by Arbelaez et al. (2015). Three rounds of MABC and one cycle of selfing were performed to obtain homozygous NILs for *Alt12.1* in the IR64 (IR64_[AZU12.1]_) and Azucena (AZU_[IR6412.1]_) genetic background. 

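Supplemental Table S1 gives the introgressed segment of each NIL, and the annotation gives the loci each segment carries. The segment of AZU_[IR6412.1]_, from 2.20 to 6.13 Mb on chromosome 12 of MSUv.7, overlaps 601 loci, from LOC_Os12g05050 to LOC_Os12g11340. Of these, 177 (29.5%) are marked as TEs, and 514 are marked as expressed. The segment of IR64_[AZU12.1]_, from 1.35 to 3.72 Mb, overlaps 379 loci, from LOC_Os12g03470 to LOC_Os12g07490, of which 66 (17.4%) are marked as TEs and 345 as expressed. The part that both NILs exchange, 1.52 Mb long, overlaps 230 loci, among them *ART1*, and 191 of these are not marked as TEs. The positions in Supplemental Table S1 are rounded, so loci at the ends of a segment could fall on either side. The counts hold for the printed ends only. In the paper's Table S4, LOC_Os12g07670, 136 kb to the right of the printed end of the IR64_[AZU12.1]_ segment, carries the Azucena allele in IR64_[AZU12.1]_, and 5 genes of the paper's control list of AZU_[IR6412.1]_ lie to the left of the printed start of its segment, between 1.82 and 2.04 Mb.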

Plants selected based on positive or forward selection using the set of three indels were then genotyped for negative or background selection, using a custom designed 6K-Infinium-array that assayed 2,387 SNP markers distributed across the rice genome. Plants that contained positive donor alleles in the target regions and as few negative donor alleles as possible in the remaining genetic background were self-pollinated and/or advanced to the next cycle of back-crossing.

To validate the *Alt12.1* QTL effects, phenotypic evaluation for Al resistance was performed in hydroponic growth media using the screening platform and root-imagining system described by Famoso et al. (2010) and Clark et al. (2013). Around 120 seeds of IR64, IR64_[AZU12.1]_, AZU_[IR6412.1]_, and Azucena were germinated under the same light and temperature conditions as described by Famoso et al. (2010). For each genotype, 20 uniform seedlings based on their primary root length were transplanted into modified Magnavaca hydroponic solution without stress (0 μM of Al^3+^ activity) and with Al stress (160 μM of Al^3+^ activity) and grown for 5 days. Photographs were taken to quantify root growth on each individual plant (as per Clark et al. 2013). Root images for Al resistance evaluation were taken and processed as described by Famoso et al. (2010) and Clark et al. (2013). The relative root growth (RRG) indices were estimated as described by Famoso et al. (2010).

Pairwise comparisons among RRG phenotypic values on each reciprocal NIL and their parents were performed using one-way analysis of variance (ANOVA) in R ([www.r-project.org/](http://www.r-project.org/)). Contrasts among NILs with each parent were performed using a Tukey’s HSD multiple comparison test with a significant threshold set of 5% (*P* < 0.05). Levels not connected by the same letter are significantly different (Figure 1D).

**Methods S2.** **Fine mapping of *Alt12.1*.**

**Development of *Alt12.1* fine-mapping population**

The elite rice variety IR64 and the recombinant inbred line (RIL) RIL-48*,* from the IR64 (*O. sativa* ssp. *indica*) x Azucena (*O. sativa* ssp. *japonica*) RIL mapping-population (Ahmadi et al. 2005) were used as starting parental material to develop two fine mapping populations. RIL-48 contains Azucena alleles across the *Alt12.1* region on chromosome 12 and its genetic makeup consists of 62.83% IR64 and 37.17% Azucena. RIL-48 was backcrossed with IR64 and 20 F_1_ plants were selfed to generate F_3_ and F_4_ populations for fine mapping of the *Alt12.1* locus. Seventeen molecular markers were used for fine mapping (Supplemental Table S2, Supplemental Figure S1).

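Supplemental Table S2 lists 13 markers with a position, 6 KASP markers that assay a SNP and 7 InDel markers whose alleles differ in length. They lie on chromosome 12 of MSUv.7 from 2940317 to 4981850, a span of 2.04 Mb that holds 314 annotated loci, 81 of them marked as TEs. Of these loci, 101 lie on the left of the final interval between *K_3.57* and *indel_3.62* and 207 on its right. By position, 6 markers fall inside an annotated locus and 7 between loci, and none falls inside a TE locus. *K_2.93* lies in LOC_Os12g06200, described as an E2F family transcription factor, *K_3.4* in LOC_Os12g07100, an expressed protein, and *indel_4.75* in LOC_Os12g09089, described as a protein kinase. The marker *indel_ART1* at 3581918 lies within *ART1* itself, and *K_3.58* at 3586738 lies within the neighbouring LOC_Os12g07290.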

Plants were genotyped using InDel and SNP markers based on competitive allele-specific PCR KASP™ chemistry assays (LGC, [www.lgcgroup.com/](http://www.lgcgroup.com/)). DNA was extracted from leaf tissue using the Extract-N-Amp™ Plant Kit (Sigma-Aldrich, [www.sigmaaldrich.com/](http://www.sigmaaldrich.com/)). InDel primers were designed, amplified and visualized as described in Methods S1. KASP™ SNP primers were identified and designed according to Imai et al. (2013). PCR conditions and graphical viewing of genotyped KASP™ markers were carried out as described by Imai et al. (2013).

A substitution mapping approach was implemented as described by Paterson et al. (1990) and Li et al. (2004) to localize and narrow down the candidate region associated with Al resistance. Recombinant lines were identified and grouped into ‘genotypic-groups’. Each genotypic group consisted of lines that shared the same informative recombination break point or ‘informative marker’ and overlap with a small fragment to the left or to the right of the informative marker (Suppl. Fig. S1). To associate significant phenotypic differences with graphical genotypes, pairwise evaluations for Al resistance were performed by examining graphical genotypes within each genotypic group with their Al resistance phenotypic values using progenies derived from each line (F_3:4_ and F_4:5_ generation) (Suppl. Fig. S1).

**Fine mapping of the *Alt12.1* locus**

A total of 4,224 F_3_ plants derived from a cross between RIL-48 and IR64 were genotyped with 11 molecular markers across a 2,400 Kb (12 cM) region encompassing the *Alt12.1* locus (Suppl. Fig. S1). Of these, 481 recombinant plants were identified and grouped into five ‘genotypic groups’. Pairwise phenotypic evaluations of their progenies were carried out between specific ‘genotypic groups’. As controls, non-recombinant F_3_ lines across *Alt12.1* were included in the analysis (‘CONTROL 1’).

Phenotypic evaluation of Al resistance, statistical analysis and pairwise comparisons among Azucena, IR64, and *Alt12.1* parental and recombinant lines (‘genotypic groups’) in the fine-mapping analysis, were performed as described in Methods S1. Significant differences in Al resistance based on RRG were observed when the progeny of homozygous lines carrying Azucena alleles (AA), heterozygous lines (het), and homozygous lines carrying IR64 alleles (II) were compared (ANOVA, *P* < 0.05). AA lines were significantly more resistant (RRG mean = 0.64) than II (RRG mean = 0.49) (Suppl. Fig. S1). The mean phenotype of the *het* lines (RRG mean = 0.56) was not significantly different than the mid-parent value estimated between the AA and II lines (RRG mean = 0.565), indicating that the *Alt12.1* QTL had an additive effect.

The first genotypic group, ‘GROUP 1’, was used to test if the region associated with Al resistance in the *Alt12.1* QTL was to the left or right of the marker ‘*K_3.28’*. The RRG of 120 plants derived from lines genotyped AA and het to the left and right of ‘*K_3.28’*, respectively (RRG mean = 0.52), now referred as AA-K_3.28-het plants, was compared with the RRG of 133 plants derived from lines genotyped II-K_3.28-het (RRG mean = 0.55). In ‘GROUP 2’, 176 plants derived from lines genotyped het-K_3.28-AA (RRG mean = 0.65) were compared with 80 plants genotyped het-K_3.28-II (RRG mean = 0.37). Pairwise tests with a significant level of *P* < 0.05 in ‘GROUP 1’ indicated no significant differences between AA-K_3.28-het and II-K_3.28-het lines. Comparison in ‘GROUP 2’ between het-K_3.28-AA and het-K_3.28-II showed significant differences for Al resistance. In conclusion, the locus associated with Al resistance is to the right of ‘*K_3.28*’.

‘GROUP 3’ was used to test if the *Alt12.1* QTL region associated with Al resistance was to the left or right of marker ‘*indel_3.62*’. The RRG of 346 plants derived from lines genotyped het-indel_3.62-II (RRG mean = 0.56), were compared with 410 plants derived from the contrasting genotype II-indel_3.62-het (RRG mean = 0.46). Pair wise tests between the lines in ‘GROUP 3’ showed significant differences. When they were compared with control lines het and II from ‘CONTROL 1’ it was concluded that the locus associated with Al resistance was to the left of ‘indel_3.62’. From these analyses, it was concluded that a region of 340 Kb between markers ‘*K_3.28*’ and ‘*indel_3.62*’ is associated with Al resistance (Suppl. Fig. S1).

A total of 3,552 informative F_4_ plants were used for the second round of fine-mapping. These individuals were genotyped with 6 molecular markers targeting a region of 340 Kb (1.7 cM). Based on this analysis, we identified 55 recombinants and grouped them into five ‘genotypic groups’. To test if the region associated with Al resistance was to the left or right of marker ‘*K_3.57*’, 152 plants derived from lines with the genotype II-K_3.57-het and phenotyped for Al resistance (RRG mean = 0.56), were compared with 59 plants derived from lines with the genotype AA-K_3.57-II (RRG mean = 0.48) from ‘GROUP 5’, 148 het, and 113 II control plants from ‘CONTROL 2’ group. Pairwise tests (*P* < 0.05) showed significant differences between II-K_3.57-het compared to AA-K_3.57-II and control lines II. It was concluded that the locus associated with Al resistance was to the right of marker ‘*K_3.57*’. Based on these results, a target region of 44.74 Kb between markers ‘*K_3.57*’ and ‘*indel_3.62*’ was determined to be associated with Al resistance. 

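Methods S2 and the marker positions of Supplemental Table S2 give slightly different ends for the target region. The bounds of Methods S2 lie 51 bp inside the position of *K_3.57* and 146 bp inside that of *indel_3.62*, and are 44739 bp apart. The loci of the MSUv.7 annotation that overlap the region number 6 with either pair of bounds, and 5 of them lie wholly inside with either pair.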

The target region is located between 3,578,414 - 3,623,153 bp on chromosome 12.

**Table S1:** Genomic composition and Al resistance phenotype of the reciprocal NILs.

| **Line name** | **Number of donor segments** | **% Recurrent genome** | **% Donor genome** | **Chr. with segments** | **Target segment position MSU.7 (Mb)** | **Target segment size (Mb)** | **Non-target segment size (Mb)** | **N** | **RRG mean or TRG mean** | **Lower 95%** | **Upper 95%** | ***TK-HSD**  **(*P < 0.05*)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Azucena** | n.a. | 100.00 | 0.00 | n.a. | n.a. | n.a. | n.a. | 18 | 0.89 | 0.84 | 0.94 | **A** |
| **AZU_[IR6412.1]_** | 1 | 98.95 | 1.05 | 12 | 2.20 - 6.13 | 3.92 | n.a. | 18 | 0.62 | 0.56 | 0.66 | **B** |
| **IR64_[AZU12.1]_** | 1 | 99.37 | 0.63 | 12 | 1.35 - 3.72 | 2.36 | n.a. | 18 | 0.66 | 0.61 | 0.71 | **B** |
| **IR64** | n.a. | 100.00 | 0.00 | n.a. | n.a. | n.a. | n.a. | 18 | 0.56 | 0.50 | 0.61 | **C** |

*TK-HSD (*p < 0.05*): Tukey-Kramer HSD test, levels not connected by the same letter are significantly different (*P < 0.05*).

**Table S2:** Molecular markers used during fine-mapping analysis.

| **Marker ID** | **Chr** | **Position MSUv7 (bp)** | **Forward** | **Reverse** |
| --- | --- | --- | --- | --- |
| ***K_2.93*** | 12 | 2940317 | *GAAGGTGACCAAGTTCATAGACA | ATAAGCTGAAAACCTGGAAACAGTGG |
|  |  |  | **GAAGGTCGGAGTCAACGGATTCAGA |  |
| ***indel_3.18*** | 12 | 3186609 | TGCCAAAGCGCAGAGAGAGA | TAGTGCCGATCGATGTAACG |
| ***K_3.28*** | 12 | 3287769 | *GAAGGTGACCAAGTTCATGCTATTAT | CTCCTTCGTCTTGCTCATTGGCATT |
|  |  |  | **GAAGGTCGGAGTCAACGGATTATTCA |  |
| ***K_3.4*** | 12 | 3480237 | *GAAGGTGACCAAGTTCATGCTGTGAA | GCCTGCCGTTCACGCTGTACAA |
|  |  |  | **GAAGGTCGGAGTCAACGGATTGAATG |  |
| ***K_3.57*** | 12 | 3578363 | *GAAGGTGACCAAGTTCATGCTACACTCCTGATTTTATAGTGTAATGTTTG | GCAAAAGACATCGGGCTCATGTCAA |
|  |  |  | **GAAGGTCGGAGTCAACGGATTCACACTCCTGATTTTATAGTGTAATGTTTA |  |
| ***indel_ART1*** | 12 | 3581918 | CGACGAGCTCTTCAAGGTATG | GCAGCACCTCGTACTTCTCC |
| ***K_3.58*** | 12 | 3586738 | *GAAGGTGACCAAGTTCATGCTATTCT | CTCCGTGAGTTGGCATCATATGTGAA |
|  |  |  | **GAAGGTCGGAGTCAACGGATTCTGCA |  |
| ***indel_3.62*** | 12 | 3623299 | GCACACACCATTAAGTCAAACAA | TCCACCAAAGATTAAGGCTGA |
| ***K_3.8*** | 12 | 3865251 | *GAAGGTGACCAAGTTCATGCTATCGA | ACTAACCTGAACATGTCATGCAGAGA |
|  |  |  | **GAAGGTCGGAGTCAACGGATTGATC |  |
| ***indel_4.14*** | 12 | 4141713 | CGATCTAGTCGACAACTGCAA | TGGAACAGTACGTTGTGATCTTC |
| ***indel_4.64*** | 12 | 4649818 | CCGTTTCTGCTACACTTTCTCTTT | ACCGAACACACAATTTCAGATG |
| ***indel_4.75*** | 12 | 4760008 | ATCTTGAGAAGTTGTCCCTTGATT | CCTATCAAATGTAACACAAGCACA |
| ***indel_4.98*** | 12 | 4981850 | ATCTGTGAAGGAGGGAGGTGT | CTCTATTTCTTGTTGATTACAGGATCA |

* 1^st^ allele-specific forward primer

** 2^nd^ allele-specific forward primer

**Table S3:** Statistics for the RNA-seq read alignments.

| **Rice line** | **Treatment** | **Rep** | **Raw reads** | **Clean reads** | **Uniquely mapped reads** | **% Uniquely mapped reads MSU7.0** |
| --- | --- | --- | --- | --- | --- | --- |
| **Azucena** | Al | 1 | 17948752 | 15155305 | 11124922 | 73.41 |
| **Azucena** | Al | 2 | 14505176 | 12330353 | 9178901 | 74.44 |
| **Azucena** | Al | 3 | 16449078 | 13807061 | 10980422 | 79.53 |
| **Azucena** | Al | 4 | 16353541 | 14017553 | 10796821 | 77.02 |
| **Azucena** | CONTROL | 1 | 17522810 | 14772600 | 10965244 | 74.23 |
| **Azucena** | CONTROL | 2 | 18406152 | 15807826 | 11486446 | 72.66 |
| **Azucena** | CONTROL | 3 | 19316475 | 16295079 | 11665107 | 71.59 |
| **Azucena** | CONTROL | 4 | 18681017 | 15966724 | 12676932 | 79.4 |
| **AZU_[IR6412.1]_** | Al | 1 | 21093395 | 17669638 | 12378978 | 70.06 |
| **AZU_[IR6412.1]_** | Al | 2 | 18312476 | 15681495 | 11474016 | 73.17 |
| **AZU_[IR6412.1]_** | Al | 3 | 20487685 | 17093152 | 13682821 | 80.05 |
| **AZU_[IR6412.1]_** | Al | 4 | 18137649 | 15403258 | 12201747 | 79.22 |
| **AZU_[IR6412.1]_** | CONTROL | 1 | 19598070 | 16529872 | 11979654 | 72.47 |
| **AZU_[IR6412.1]_** | CONTROL | 2 | 18916056 | 16090084 | 11563131 | 71.86 |
| **AZU_[IR6412.1]_** | CONTROL | 3 | 15897060 | 13136827 | 10385578 | 79.06 |
| **AZU_[IR6412.1]_** | CONTROL | 4 | 17363828 | 14856336 | 11700792 | 78.76 |
| **IR64** | Al | 1 | 24899721 | 20795049 | 18070433 | 86.9 |
| **IR64** | Al | 2 | 17555466 | 14943875 | 10540272 | 70.53 |
| **IR64** | Al | 3 | 19033733 | 15752119 | 11433341 | 72.58 |
| **IR64** | Al | 4 | 20302634 | 17471828 | 12870027 | 73.66 |
| **IR64** | CONTROL | 1 | 13755843 | 11580249 | 7951241 | 68.66 |
| **IR64** | CONTROL | 2 | 16697075 | 13838746 | 7962725 | 57.54 |
| **IR64** | CONTROL | 3 | 15829135 | 12990740 | 10033086 | 77.23 |
| **IR64** | CONTROL | 4 | 20623409 | 17250638 | 12061320 | 69.92 |
| **IR64_[AZU12.1]_** | Al | 1 | 18763298 | 15937902 | 11352778 | 71.23 |
| **IR64_[AZU12.1]_** | Al | 2 | 17996234 | 15245383 | 9919338 | 65.06 |
| **IR64_[AZU12.1]_** | Al | 3 | 19073259 | 15859854 | 11447661 | 72.18 |
| **IR64_[AZU12.1]_** | Al | 4 | 18600545 | 15850418 | 11893442 | 75.04 |
| **IR64_[AZU12.1]_** | CONTROL | 1 | 17207685 | 14453667 | 9714534 | 67.21 |
| **IR64_[AZU12.1]_** | CONTROL | 2 | 16158737 | 13781495 | 9463233 | 68.67 |
| **IR64_[AZU12.1]_** | CONTROL | 3 | 17053995 | 14273789 | 9544607 | 66.87 |
| **IR64_[AZU12.1]_** | CONTROL | 4 | 18122425 | 15521949 | 11695533 | 75.35 |
| **Total** |  | **32** | **580662414** | **490160864** | **360195083** |  |
| **Average** |  |  | **18145700.44** | **15317527** | **11256096.34** | **73.29875** |

**Table S4:** SNPs genotyped for RNA-seq sample ID verification across 14 loci in Azucena, IR64, and the NILs AZU_[IR6412.1]_ and IR64_[AZU12.1]_.

| **Gene model** | **Chr.** | **Exon** | **IR64 allele** | **Azucena allele** | **IR64_[AZU12.1]_ allele** | **AZU_[IR6412.1]_ allele** |
| --- | --- | --- | --- | --- | --- | --- |
| LOC_Os01g69010.1 | 1 | Exon.2 | **T** | **G** | **T** | **G** |
| LOC_Os02g51930.1 | 2 | Exon.2 | **G** | **A** | **G** | **A** |
| LOC_Os03g54790.1 | 3 | Exon.17 | **T** | **C** | **T** | **C** |
| LOC_Os04g49410.1 | 4 | Exon.3 | **G** | **A** | **G** | **A** |
| LOC_Os05g02750.1 | 5 | Exon.1 | **A** | **G** | **A** | **G** |
| LOC_Os06g48060.1 | 6 | Exon.4 | **T** | **C** | **T** | **C** |
| LOC_Os07g37730.1 | 7 | Exon.3 | **A** | **G** | **A** | **G** |
| LOC_Os08g39450.1 | 8 | Exon.1 | **C** | **A** | **C** | **A** |
| LOC_Os09g26170.1 | 9 | Exon.3 | **T** | **C** | **T** | **C** |
| LOC_Os10g13940.1 | 10 | Exon.4 | **T** | **C** | **T** | **C** |
| LOC_Os11g06720.1 | 11 | Exon.1 | **C** | **T** | **C** | **T** |
| LOC_Os12g07280.1 | 12 | Exon.2 | **A** | **G** | **G** | **A** |
| LOC_Os12g07310.1 | 12 | Exon.2 | **C** | **T** | **T** | **C** |
| LOC_Os12g07670.1 | 12 | Exon.6 | **A** | **G** | **G** | **A** |

How the deposited data were processed for this re-analysis (not part of the article)

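Roots of Azucena, IR64 and the reciprocal NILs AZU_[IR6412.1]_ and IR64_[AZU12.1]_ were sampled with and without Al, with 4 biological replicates for each of the 8 combinations of genotype and treatment, which gave 32 RNA-seq libraries. The authors removed adaptors, low-quality sequences and ribosomal RNA reads, aligned the remaining reads to MSUv.7 with HISAT, counted the reads of each gene and tested for differential expression with DESeq2. The deposited processed file analysed here is the MSUv.7 annotation that the authors used. It holds 1 gene model per line with its chromosome, start, end, strand and description and its marks as a transposable element, as expressed and as the representative model of its locus. Its values are positions, and 0 of its columns hold values of a single library. Expression comparisons, the PCA and the heat maps were therefore not run, and the samples were not grouped for any test. The numbers of motifs in upstream regions were not counted, since no genome sequence was used here.

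A locus was taken from the lowest start to the highest end of its gene models. It was counted as marked as a transposable element by its representative model, and as expressed when any of its gene models carried that mark. The fine-mapped region was taken from the marker positions of the main text, and a locus was counted when it overlapped the region. The alternatives were the bounds of Methods S2, loci wholly inside, loci not marked as transposable elements and loci marked as expressed. Upstream windows of 2000 bp were placed before the representative gene model of every locus on the 12 chromosomes, on the side given by its strand, and compared with all other loci. The RefSeq table of rice genes gave symbols for a different assembly, and 0 of the 55986 locus identifiers were found among its 39387 genes, so it was not used for names or positions.

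The lists of differentially expressed genes in the paper's File S2 were joined to the annotation by locus, and alternatively by gene model. They are the authors' calls. For control conditions, the number of listed genes inside the introgressed segment of Table S1 was compared with the number of unlisted loci inside it by a two-sided Fisher's exact test over loci marked as expressed. The alternatives were segments widened by 0.5 Mb on each side, the whole of chromosome 12, loci wholly inside the segment and a background of all loci. For Al treatment, the number of listed loci that have another listed locus of the same direction within 5 loci was compared with random lists of equal size by a two-sided permutation test with 100000 resamples, adjusted by the Benjamini-Hochberg method over 6 lists. The random loci were drawn from all loci marked as expressed. The paper's lists hold only genes that passed its filters on low counts in roots, and a pool limited to such genes could give other random means. The 6 lists are the up- and down-regulated genes of Azucena, AZU_[IR6412.1]_ and IR64. The Al lists of IR64_[AZU12.1]_ were left out of this test because its sheet holds 163 down-regulated genes, against 165 in the paper's text. That mismatch with the text concerns the down-regulated list only. The up-regulated list holds 86 genes, as in the paper's text but fewer than in the legend of the paper's volcano plots, and was left out with it. The alternatives were the adjacent locus only, 10 loci, and random loci from the same chromosomes. The test was tested on simulated data with 1000 resamples per list. It gave an unadjusted p under 0.05 for 100 of 100 simulated lists with 10 planted pairs of neighbours and for 2 of 100 random lists. The planted lists were built from 80 random loci and the random lists held 100. They do not show how the test behaves for shorter lists with fewer neighbours, such as IR64 down with 35 loci.

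The alternatives named above were set before the data were examined. A further 5 were chosen after the data were seen, 3 for the upstream windows (loci not marked as transposable elements, loci marked as expressed, and windows that start at the end of the whole locus) and 2 for neighbouring loci (random loci not marked as transposable elements, and neighbours with different descriptions). The genes named are those that the paper names in its text, in Tables 1 and 2 or in Table S4, and those marked as ART1-regulated in File S4. Loci at the edges of the fine-mapped region and at markers, and loci named in the other observations, were named after their values were seen. The read numbers of Table S3 were compared between replicates with Dixon's ratio, the gap to the nearest library divided by the whole range; a library was singled out above Dixon's 95% critical value for 4 samples. For these libraries, the ranks of the same replicate number in the other groups were compared with chance by a two-sided exact test. The genotypes of File S1 were not analysed here. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.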

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

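All tests of this part were chosen after the results were seen.

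In the paper's Table S3, 2 libraries stand apart from the other 3 replicates of their group in the number of uniquely mapped reads. Replicate 2 of Azucena with Al is the lowest of its group with 9178901 reads, while the others have between 10796821 and 11124922. Its gap to the nearest library makes up 0.831 of the range of the group. Replicate 4 of IR64_[AZU12.1]_ under control conditions is the highest of its group with 11695533 reads, while the others have between 9463233 and 9714534, and its gap makes up 0.887 of the range. Among the 16 combinations of group and measure tested (uniquely mapped reads and their percentage in 8 groups), 0.8 would be beyond the critical value by chance, so 2 are not far from what chance gives.

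For the Azucena library, the raw reads, 14505176, are also the lowest of the group, with a ratio of 0.537. Its percentage of uniquely mapped reads, 74.44, lies within the range of the group, from 73.41 to 79.53, and so does the share of its raw reads that mapped uniquely, 63.3% in a range from 62.0% to 66.8%. This is consistent with a lower number of sequenced reads, but the ratio for raw reads is below Dixon's critical value, and with 4 libraries the number of sequenced reads and a difference in the sample cannot be told apart. Replicate 2 also ranks low in the number of uniquely mapped reads in the other 7 groups, with a mean rank of 1.43 where chance gives 2.5 (exact test on ranks, two-sided, p = 0.0146), so a difference shared by the libraries of replicate 2 may contribute. The same test on the percentage gave an exact p of 0.0394, but the percentage of the Azucena library is not the lowest of its own group, so a shared percentage stays open for it.

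For the IR64_[AZU12.1]_ library, the raw reads, 18122425, are the highest of the group, with a ratio of 0.466, below the critical value. Its percentage of uniquely mapped reads is also the highest, 75.35 against 68.67 for the next, so the number of sequenced reads, the mapping and a difference in the sample cannot be told apart. Replicate 4 has the highest or second-highest percentage in each of the other 7 groups (exact sign test, two-sided, p = 0.0156). By rank, its mean of 3.29 gave an exact p of 0.0898 for the percentage, and its mean of 3.14 an exact p of 0.179 for the number of uniquely mapped reads, so a difference shared by the libraries of replicate 4 stays open. The p-values of these tests on ranks are not adjusted. No biological explanation was tested for either library, since the replicates of a group share genotype and treatment.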

How the results depend on the processing

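The comparison of neighbours with different descriptions, the background without transposable elements and the alternatives for upstream windows were chosen after the data were seen. Of 54 alternative values, 46 kept their direction and their side of the threshold or stayed close to the main value. These 46 include the 2 numbers of genes inside a segment with all loci as the background, which do not depend on the background.

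The fine-mapped region held 5 or 6 loci under its 4 alternatives. The share of upstream windows that overlap another locus stayed between 34.8% and 34.9% under its 3 alternatives, against 34.6%. Joined by gene model, 794 of the 794 listings of File S2 were found, against 792 by locus. Genes of the AZU_[IR6412.1]_ control list inside the segment numbered 22, and 43 when the whole of chromosome 12 was taken as the segment, which covers more loci by construction. The odds ratio was between 30.7 and 60.3 under the 4 alternatives for AZU_[IR6412.1]_ and between 24.2 and 200 for IR64_[AZU12.1]_, with Fisher's exact p at or below 5.45e-08 in each.

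When only neighbours with different descriptions were counted, the number of Al-regulated loci with a listed neighbour fell to 8 for Azucena up, 10 for Azucena down, 4 for AZU_[IR6412.1]_ up, 2 for AZU_[IR6412.1]_ down and 2 for IR64 up, each no longer past the threshold after adjustment. For IR64 down it fell to 0 with different descriptions, and likewise to 0 with the adjacent locus only, below the mean of random lists in both cases, where the main value is 3. The other alternatives of this test kept all 6 lists past the threshold, apart from IR64 down with the adjacent locus only.

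No paired analysis was possible because the file used here holds no expression values per library. Only the percentages of uniquely mapped reads in the paper's Table S3 were compared within replicate numbers, as given under the other observations. For the same reason, none of the alternatives set for the response to Al in each genotype, for the control differences between NIL and recurrent parent, or for the difference in response between them was run. These were the DESeq2 Wald test with its size factors, a replicate block, no filter on low counts, a pseudocount of 0.1, leaving out each replicate in turn, only the 2 groups compared, and leaving out the replicates that the paper left out of its PCA. Without a genome sequence, the alternatives for GGNVS and GGYMS were also not run. These were both strands, 1 kb upstream, matches that do not overlap, loci not marked as transposable elements, the other anchor of the upstream region, the forward strand of the chromosome, the other motif, and random loci matched on GC content.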

Differences from the paper's values

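For the AZU_[IR6412.1]_ control list, 22 of the 62 genes overlap the introgressed segment of Table S1, against the paper's 40. Among the alternatives set before the data were examined, the segment widened by 0.5 Mb on each side gave 27 and the whole of chromosome 12 gave 43, both within 1.5 times the paper's value. Counting only loci wholly inside the segment left the number at 22 and did not close the gap. The background does not enter this count, so the alternative of all loci as the background says nothing about the gap. The number of listed genes outside the segment is 40.

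Other counts differ by less. For the IR64_[AZU12.1]_ control list, 8 genes overlap the segment, against the paper's 7. The sheet of File S2 holds 163 down-regulated genes for IR64_[AZU12.1]_ with Al, against 165 in the paper's text. Its 86 up-regulated genes equal the number in the paper's text. The legend of the paper's volcano plots gives other numbers for both lists, with more up-regulated genes than the sheet. Over the 4 genotypes, the sheets hold 187 distinct up-regulated and 278 distinct down-regulated genes, 465 in all, against the paper's 215, 280 and 495. Of the ART1-regulated genes marked in File S4, 16 are in the list of up-regulated genes of Azucena, against the paper's 17. File S4 marks 21 genes as ART1-regulated, fewer than the published list that the paper counts against. Table S2 lists 13 markers, against the paper's 17 used for fine mapping. The annotation places 55801 loci on the 12 chromosomes, against the paper's 55554 loci used for upstream regions. Of the 29 values set beside those of the paper's text, 20 were equal to the precision that the paper gives.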

Other observations

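The tests on genes outside the segments, on the direction of differences, on Table S3 and on motif numbers were chosen after the result was seen. The lists of genes are the paper's, from File S2, and the positions are those of the MSUv.7 annotation.

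In the AZU_[IR6412.1]_ control list, 22 of 62 genes (35.5%) lie inside the segment of Table S1, against 0.998% of the unlisted loci marked as expressed (odds ratio 54.6, Fisher's exact p = 3.64e-28). In the IR64_[AZU12.1]_ list, 8 of 14 (57.1%) do (odds ratio 194, Fisher's exact p = 1.52e-14). Of the 40 AZU_[IR6412.1]_ genes outside the segment, 21 (52.5%) are on chromosome 12, against 5.93% of the unlisted loci. This argues against differences scattered evenly over the genome (Fisher's exact p = 8.08e-16). They form 2 parts. To the left of the segment, 5 genes lie between 1.82 and 2.04 Mb, and 16 lie to its right, between 7.01 and 23.8 Mb, with the largest difference at LOC_Os12g16240 (9286905 on chromosome 12, the paper's log2 fold change -3.17).

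For the left part, a candidate explanation is that the IR64 segment of AZU_[IR6412.1]_ begins further left than its printed position. Of the 5 genes, 3 are also in the IR64_[AZU12.1]_ list, against 3 of the 134 other expressed loci between the left ends of both segments (Fisher's exact p = 0.000442). These 3, LOC_Os12g04300, LOC_Os12g04340 and LOC_Os12g04740, have the same parental allele on the higher side in both lists. For the right part, the share of listed loci is 0.628%, against 4.28% inside the segment, which argues against all of chromosome 12 to the right of the segment being from IR64 (Fisher's exact p = 9.18e-09). It is also higher than the 0.0414% of loci on other chromosomes, which argues against regulation by genes inside the segment, spread evenly over the genome, as the whole explanation (Fisher's exact p = 5.07e-12). A smaller second segment was not tested. The paper's Table S1 gives 1 donor segment for AZU_[IR6412.1]_, with 1.05% donor genome. In the IR64_[AZU12.1]_ list, LOC_Os12g07500 at 3723611 lies just right of the printed end of the segment. Table S4 lists LOC_Os12g07670, which starts at 3.86 Mb, with the Azucena allele in IR64_[AZU12.1]_, and this is consistent with a segment that ends further right than printed.

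Inside the AZU_[IR6412.1]_ segment, 19 of 22 listed genes are higher in Azucena, against 19 of 40 outside it (Fisher's exact p = 0.00292). Reads of IR64 alleles may map less often to the Nipponbare reference, which would give such a direction. In line with this, the mean percentage of uniquely mapped reads in Table S3 was 75.4 ± 3.46 (SD, 16 libraries) in the Azucena background and 71.2 ± 6.31 (SD, 16 libraries) in the IR64 background, a difference of 4.27 percentage points (two-sided permutation test, p = 0.0224). With each library left out in turn, the difference stayed between 3.36 and 5.32 points, and the permutation p between 0.00092 and 0.0434. Within replicate numbers, the difference was -0.958 points for replicate 1, 7.58 for replicate 2, 5.34 for replicate 3 and 5.11 for replicate 4, and a permutation within replicate numbers gave p = 0.0117. It therefore does not hold in replicate 1, which contains the IR64 library with Al that has the highest percentage of all, 86.9. The difference was 2.46 points with Al and 6.07 points without Al, and single libraries decide the gap between these values. With Al it was 4.39 points without replicate 1 of IR64 and 1.27 points without replicate 2 of IR64_[AZU12.1]_, and under control conditions it was 4.45 points without replicate 2 of IR64. In the IR64_[AZU12.1]_ list, 6 of 8 genes inside the segment and 5 of 6 outside it are higher with the Azucena segment (Fisher's exact p = 1), and with so few genes the mapping of reads and other explanations cannot be told apart. A genuine difference in expression between the alleles of the parents stays open and was not tested, and so does a difference in library quality between the backgrounds.

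In each of the 6 lists of Al-regulated genes tested, more loci have a listed neighbour within 5 loci than in random lists of loci marked as expressed. These random lists were not limited to genes detected in the roots of this study. In Azucena, 26 of the 98 up-regulated loci have one, against a mean of 1.70 in random lists, and 25 of the 148 down-regulated loci, against 3.86. In AZU_[IR6412.1]_, 6 of the 71 up-regulated loci have one, against 0.891, and 8 of the 36 down-regulated loci, against 0.224. In IR64, 16 of the 81 up-regulated loci have one, against 1.16, and 3 of the 35 down-regulated loci, against 0.210. The adjusted permutation p was 0.0183 for AZU_[IR6412.1]_ up, 0.0116 for IR64 down and 3e-05 for each of the other 4 lists, whose raw p of 2e-05 is the smallest that the permutations can give. The lists share genes, so they are not independent.

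Transposable-element loci in the background do not account for this, since random loci not marked as transposable elements gave an adjusted permutation p of 4e-05 for Azucena up, 4e-05 for Azucena down, 0.0257 for AZU_[IR6412.1]_ up, 6e-05 for AZU_[IR6412.1]_ down, 4e-05 for IR64 up and 0.014 for IR64 down. Reads shared between neighbouring copies of a gene may contribute. The 6 lists hold 36 distinct pairs of neighbours, of which 26 have the same description and 2 are loci that overlap each other. Counted once in every list that holds them, these are 49 pairs, 36 with the same description and 4 that overlap. The description separates copies of a gene from other neighbours only roughly. Of the distinct pairs with the same description, 2 are described only as expressed protein, and some pairs with different descriptions are numbered members of a kinase family or metallothioneins. Without the pairs of the same description, the adjusted permutation p was 0.068 for Azucena up and 0.138 for Azucena down. It was 0.218 for AZU_[IR6412.1]_ up, 0.274 for AZU_[IR6412.1]_ down, 0.941 for IR64 up and 1 for IR64 down. Apart from IR64 down, with 0 loci against 0.178, the numbers still exceeded the mean of random lists. Azucena had 8 loci against 1.45 (up) and 10 against 3.29 (down). AZU_[IR6412.1]_ had 4 against 0.762 (up) and 2 against 0.191 (down), and IR64 up had 2 against 0.989. The test therefore does not exclude an excess among neighbours with different descriptions. In AZU_[IR6412.1]_ up, however, the 4 loci are the 2 pairs of loci that overlap each other. The 2 loci of AZU_[IR6412.1]_ down are numbered members of a kinase family. Of the 8 loci of Azucena up, all but those of 1 pair belong to the same overlapping pairs or to a pair of metallothioneins. The paper reports uniquely mapped reads, and duplicated neighbours with common regulation by Al would leave the same pattern, so this explanation stays open beside shared reads and was not tested apart from it.

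The numbers the paper gives for the motifs were compared with random sequence. If every base of an upstream region were drawn independently with 43.9% G and C, with G as frequent as C and A as frequent as T, the composition that gives the paper's mean number of GGNVS, a region would hold 10.5 GGYMS on average, against the paper's 10. The difference is just over the 0.5 that rounding allows, so random sequence of this kind misses the paper's value by a narrow margin. Compositions with unequal G and C or unequal A and T were not tested, so the means do not exclude random sequence of a single composition. Whether overlapping matches were counted is not stated in the paper's text. With an equal and independent chance of GGYMS at every position, taken as a Poisson distribution with the paper's mean, 2.52 regions would lack the motif, against the paper's 94 (exact binomial p = 4.11e-110). This argues against such a chance. Whether matches cluster within regions or regions differ in composition was not tested. No biological explanation was tested.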
